# IL-10 constrains sphingolipid metabolism to limit inflammation

**DOI:** 10.1038/s41586-024-07098-5

**Published:** 2024-02-21

**Authors:** Autumn G. York, Mathias H. Skadow, Joonseok Oh, Rihao Qu, Quan D. Zhou, Wei-Yuan Hsieh, Walter K. Mowel, J. Richard Brewer, Eleanna Kaffe, Kevin J. Williams, Yuval Kluger, Stephen T. Smale, Jason M. Crawford, Steven J. Bensinger, Richard A. Flavell

**Keywords:** Toll-like receptors, Sphingolipids, Lipidomics, Mucosal immunology, Chronic inflammation

## Abstract

Interleukin-10 (IL-10) is a key anti-inflammatory cytokine that can limit immune cell activation and cytokine production in innate immune cell types^1^. Loss of IL-10 signalling results in life-threatening inflammatory bowel disease in humans and mice—however, the exact mechanism by which IL-10 signalling subdues inflammation remains unclear^2–5^. Here we find that increased saturated very long chain (VLC) ceramides are critical for the heightened inflammatory gene expression that is a hallmark of IL-10 deficiency. Accordingly, genetic deletion of ceramide synthase 2 (encoded by *Cers2*), the enzyme responsible for VLC ceramide production, limited the exacerbated inflammatory gene expression programme associated with IL-10 deficiency both in vitro and in vivo. The accumulation of saturated VLC ceramides was regulated by a decrease in metabolic flux through the de novo mono-unsaturated fatty acid synthesis pathway. Restoring mono-unsaturated fatty acid availability to cells deficient in IL-10 signalling limited saturated VLC ceramide production and the associated inflammation. Mechanistically, we find that persistent inflammation mediated by VLC ceramides is largely dependent on sustained activity of REL, an immuno-modulatory transcription factor. Together, these data indicate that an IL-10-driven fatty acid desaturation programme rewires VLC ceramide accumulation and aberrant activation of REL. These studies support the idea that fatty acid homeostasis in innate immune cells serves as a key regulatory node to control pathologic inflammation and suggests that ‘metabolic correction’ of VLC homeostasis could be an important strategy to normalize dysregulated inflammation caused by the absence of IL-10.

## Abstract (web summary)

IL-10 exerts its anti-inflammatory activity in macrophages by increasing the expression of enzymes that promote fatty acid desaturation and downstream regulation of the transcription factor REL.

## Main

IL-10 is an anti-inflammatory cytokine that limits immune activation of innate and adaptive immune cells^1^. IL-10 signalling has an important role in modulating mucosal inflammation in the intestine, and deletion of the cytokine or its receptor (IL-10R) results in severe inflammatory bowel disease (IBD) in both mouse and humans^2–5^. Despite the clear importance of IL-10 in maintaining intestinal homeostasis, the exact mechanism of how IL-10–IL-10R signalling reduces inflammation is not well understood. Accumulated work has revealed that inflammatory signals rapidly rewire lipid metabolic programmes of immune cells^6–14^ to support inflammation and effector functions, leading to the hypothesis that anti-inflammatory cytokines such as IL-10 may direct changes in lipid metabolism to counteract inflammatory stimuli. Here we test this supposition and uncover a role for IL-10 signalling in the regulation of sphingolipid metabolism in macrophages downstream of toll-like receptor 2 (TLR2). In the absence of IL-10, we find that TLR2-activated macrophages have increased metabolic flux through the de novo sphingolipid biosynthesis pathway, resulting in the accumulation of endogenously synthesized ceramides. We found that increased levels of saturated VLC ceramides specifically contributed to inflammatory phenotypes both in vitro and in vivo. Surprisingly, altered sphingolipid metabolism in IL-10 deficient cells was mediated by reduced synthesis of mono-unsaturated fatty acids (MUFAs), and could be corrected by providing exogenous MUFAs. We find that the prolonged inflammatory gene expression programme enforced by altered VLC ceramide homeostasis requires the NF-κB family transcription factor REL. These studies provide strong evidence that coordinate regulation of lipid metabolism by IL-10 is necessary to constrain REL-dependent pathologic inflammation and suggest that targeting specific aspects of lipid homeostasis in the intestine could control aberrant inflammation underlying IBD.

## IL-10 regulates sphingolipid metabolism

Previous work has shown that inflammatory TLR signals profoundly reshape the lipid composition of macrophages to influence effector function^10^. IL-10 is produced downstream of select TLRs to promote the resolution of inflammation, leading us to explore whether IL-10 signalling was required for lipid metabolic reprogramming downstream of TLR2 activation. To that end, we compared lipid profiles of naive or TLR2-activated wild-type and *Il10*-knockout (KO) bone marrow-derived macrophages (BMDMs) using targeted shotgun lipidomic analysis. We detected approximately 1,100 lipid species from 13 lipid subclasses. Principal component analysis of lipidomics data showed that naive wild-type and *Il10*-KO macrophages were largely similar for principal components PC1 and PC2 (Fig. 1a). PC1 captured approximately 80% of the variance observed in TLR2-activated macrophages in wild-type and *Il10*-KO macrophages. PC2 (8% of variance) delineated the influence of IL-10 signalling of lipid composition downstream of TLR2 (Fig. 1a). Closer inspection of lipids influenced specifically by IL-10 signalling after TLR2 activation revealed a marked accumulation of ceramides, modified ceramides (hexosyl ceramides and lactosyl ceramides), and a decrease in sphingomyelins (Fig. 1b–d and Extended Data Fig. 1a).

**Fig. 1:**
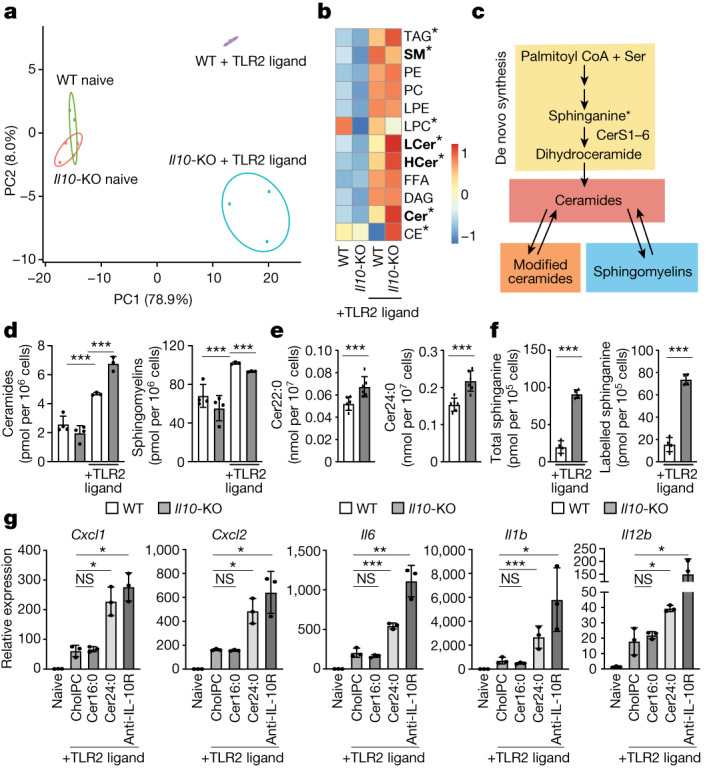
IL-10 signalling regulates sphingolipid metabolism. **a**, Principal component analysis (PCA) of individual lipids quantified by mass spectrometry from naive or TLR2-activated (50 ng ml^−1^ Pam3CysK4) wild-type and *Il10*-KO BMDMs for 48 h. The percentage of total variance explained by individual principal components (PC1 and PC2) is indicated. Prediction ellipses are set at 95% probability (*n* = 3–4). **b**, Heat map of individual lipid species measured by direct infusion mass spectrometry from naive BMDMs (left two columns) or TLR2-activated BMDMs (right two columns) stimulated as in **a**. Scaled by row (lipid species). Bolded text indicates *P < 0.05 between TLR2-activated wild-type and *Il10*-KO BMDMs. CE, cholesteryl esters; Cer, ceramides; DAG, diacylglycerols; FFA, free fatty acids; HCer, hexosyl ceramides; LCer, lactosyl ceramides; LPC, lysophosphatidylcholine; LPE, lysophosphatidylethanolamine; PC, phosphatidylcholine; PE, phosphatidylethanolamine; SM, sphingomyelins; TAG, triglycerides. **c**, Simplified schematic of sphingolipid metabolism. Ceramides are generated by de novo synthesis pathway at the endoplasmic reticulum. Ceramides can be further modified to generate hexosyl and lactosyl ceramides (modified ceramides), which can be broken back down into ceramides. Ceramides serve as the building blocks for all sphingomyelin species, which can also be broken down into ceramides. **d**, Total ceramides and sphingomyelin species measured by direct infusion mass spectrometry from BMDMs stimulated as in **a** (*n* = 3–4). **e**, Ceramide species measured by direct infusion mass spectrometry from ex vivo peritoneal macrophages collected from wild-type and *Il10*-KO mice after 48 h TLR2 ligand (50 μg Pam3CysK4 per mouse) administered via intraperitoneal injection (*n* = 6). **f**, LC–MS analysis of total and labelled sphinganine in 48 h TLR2-activated wild-type and *Il10*-KO BMDMs. (*n* = 4). **g**, Quantitative PCR (qPCR) analysis of inflammatory gene expression in naive BMDMs or BMDMs activated with TLR2 ligand (50 ng ml^−1^ Pam3CysK4) for 24 h. TLR2-activated macrophages were incubated with cholesteryl:phosphatidylcholine (cholPC) alone or with cholPC loaded with Cer16:0 or Cer24:0 or cholPC plus neutralizing anti-IL-10R (5 μg ml^−1^) for the last 20 h of the activation (*n* = 3 for each group). All lipids administered at a final concentration of 30 μM. All data are mean of biological replicates ± s.d. *P < 0.05, **P < 0.01, ***P < 0.005 (two-tailed unpaired Student’s *t*-test). Source Data

Ceramides and sphingomyelins contain a sphingoid base and an N-acylated fatty acyl chain of variable length^15^ (Extended Data Fig. 1b). Mammalian cells generate ceramides with acyl tail lengths of 14–18 carbons (long chain sphingolipids) or 20 or more carbons (VLC sphingolipids) that can be saturated (no double bonds) or mono-unsaturated (one double bond) (Extended Data Fig. 1c). Using our methodology, we were able to consistently quantify sphingolipid species with saturated and mono-unsaturated acyl tails from 16–24 carbons in macrophage samples. Compared with wild-type counterparts, all species of ceramides and all hexosyl ceramides were increased in activated *Il10*-KO macrophages (Extended Data Fig. 1d,e). By contrast, all unsaturated sphingomyelins and several saturated sphingomyelins were decreased in the *Il10*-KO macrophages (Extended Data Fig. 1f).

To test if this observation was true in vivo, we preformed lipdiomic analysis on ex vivo peritoneal macrophages collected from wild-type or* Il10*-KO mice that received TLR2 agonists via intraperitoneal injection. In line with our in vitro results, we find that IL-10 deficient ex vivo macrophages exhibit significant increases in many ceramide species (Fig. 1e and Extended Data Fig. 1g) and significant decreases in mono-unsaturated sphingomyelin species (Extended Data Fig. 1g). Thus, we conclude that IL-10 signalling regulates sphingolipid metabolism of macrophages in response to inflammatory stimuli both in vitro and in vivo.

Ceramides can be generated via a de novo synthesis pathway and can be further modified to generate complex sphingolipids such as sphingomyelins, and lactosyl- or hexosyl-modified ceramides. Alternatively, salvage pathways can convert downstream products back to ceramides. (Fig. 1c) (reviewed in ref. ^16^). Several studies have found that inflammation can affect sphingolipid salvage pathways^17,18^, but less is known about how inflammatory signals affect the regulation of de novo sphingolipid synthesis. To understand whether IL-10 signalling influences ceramide synthesis, we analysed flux into the de novo sphingolipid synthesis pathway using stable-isotope tracers. Macrophage cultures were fed U-^13^C,^15^N-serine (U denotes universally labelled), a required metabolite for the first step of sphingolipid synthesis (Fig. 1c). Targeted liquid chromatography mass spectrometry (LC–MS) of macrophages deficient in IL-10 signalling (*Il10-KO* or *Il10rb*-KO) contained more total and isotope-labelled sphinganine compared with wild-type controls (Fig. 1f and Extended Data Fig. 1h), indicating that increased de novo ceramide synthesis contributes to the aberrant accumulation of ceramides observed in macrophages that lack IL-10 signalling.

We next tested whether accumulation of ceramides contributes to inflammatory gene expression programme of TLR2-activated macrophages. To do so, we generated lipid bilayers consisting of cholesteryl-phosphocholine that were either left empty (denoted CholPC)  or complexed with ceramide 16:0 (Cer16:0, the most abundant long chain ceramide) or ceramide 24:0 (Cer24:0, the most abundant VLC ceramide) (Extended Data Fig. 1d). As expected, exogenous ceramides increased downstream sphingolipids metabolites without largely altering other lipid classes (Extended Data Fig. 2a–d). In naive macrophages, cholPC or ceramides alone did not affect inflammatory gene expression (Extended Data Fig. 2e). Similarly, the addition of Cer16:0 to TLR2-activated wild-type macrophages did not alter inflammatory gene expression. By contrast, addition of Cer24:0 upregulated inflammatory gene expression to levels similar to those seen in the absence of IL-10/IL-10R signalling (Fig. 1g), without affecting macrophage viability (Extended Data Fig. 2f). Addition of Cer22:0, the second most abundant VLC ceramide (Extended Data Fig. 1d), also induced inflammatory gene expression similar to that resulting from Cer24:0 addition (Extended Data Fig. 2g,h). Together, these data indicate that accumulation of VLC ceramides can enhance cytokine and chemokine gene expression in TLR-activated macrophages, and suggests that dysregulation of VLC ceramide homeostasis contributes to the exacerbated inflammation observed in IL-10 deficiency.

## Loss of VLC ceramides limits inflammation

The length of the variable acyl tail (Extended Data Fig. 1b) incorporated into ceramides is specified during de novo synthesis by ceramide synthases (CerS) (Fig. 1c). 

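In genome build mm10 (GENCODE release M21), the genes Cers1 to Cers6 are annotated as protein coding. Cers1 lies on chromosome 8 from 70315775 to 70331592, and Cers4 lies on the same chromosome from 4493026 to 4531680. Cers2 lies on chromosome 3 from 95314791 to 95323599, Cers3 on chromosome 7 from 66743504 to 66823691, Cers5 on chromosome 15 from 99734881 to 99772885 and Cers6 on chromosome 2 from 68861441 to 69114282. Exons of Gdf1 lie on the same strand as those of Cers1, and 48.5% of the 50-base stretches of Cers1 exon sequence also occur in Gdf1, so reads counted on Cers1 are uncertain. Exons of genes on the opposite strand overlap 5.96% of the exon bases of Cers2 and 8.97% of those of Cers4. The paper's text does not state whether reads were counted by strand. No overlapping exon and no shared stretch of that length was found for Cers3, Cers5 or Cers6.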

In mouse and humans, there are six ceramide synthases (CerS1–6 (also known as Lass1–6)). RNA-sequencing (RNA-seq) data from naive and TLR2-activated wild-type and *Il10*-KO macrophages (matched to the lipidomics dataset; cells were prepared and stimulated at the same time as cells from the lipidomics experiments in Fig. 1 but were collected 24 h after TLR2 activation) showed that BMDMs highly express *Cers2*, *Cers5* and *Cers6* (Extended Data Fig. 3a). 

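Bone-marrow-derived macrophages (BMDMs) from wild-type and Il10-KO mice were left naive or were activated for 24 h with the TLR2 ligand Pam3CysK4 at 50 ng/ml. Each of the 4 groups had 2 samples, and the poly(A)-selected RNA of the 8 samples was sequenced. The authors aligned the reads to mm10 with STAR and counted them on genes with HTSeq, and the deposited values are read counts without normalization. Between 17922388 and 24324930 reads were counted on genes per sample, with the lowest total in replicate 2 of naive Il10-KO. A count of 3 was taken as the smallest that could be told from 0, which is 0.110 to 0.166 CPM (read counts scaled to a common library size) in these samples. Floors cover counting error only, since the reads carry no molecular identifiers. Confidence intervals come from the edgeR model and include its estimate of the spread between replicates. Library sizes were normalized by edgeR's TMM method. The 12650 genes that passed edgeR's filter on low counts were tested in one model with a coefficient for each group.

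The targeted gene, Il10, lies on chromosome 1 from 131019845 to 131024974. Its counts were 76 and 85 in naive wild-type libraries, 585 and 410 in naive libraries labelled Il10-KO, 299 and 323 in activated wild-type libraries and 284 and 282 in activated libraries labelled Il10-KO. Il10 counts were therefore higher in the naive libraries labelled Il10-KO than in naive wild type, with a log2 fold change of 2.86 (standard error 0.15, adjusted p = 2.1e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the activated libraries the log2 fold change was -0.11 (standard error 0.14, adjusted p = 0.964 from the same edgeR test). The counts are per gene and do not show which part of the gene the reads came from. Because they do not show a loss of Il10 reads, the samples are named by their labels, and each direction given between genotypes rests on those labels.

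The first principal component of the log2 CPM values held 86.1% of the variance and separated naive from activated samples. The second held 5.90% and placed replicate 2 of naive Il10-KO at -43.7, with the other samples between -6.54 and 16.8. The log2 difference between the 2 replicates of that group had an SD of 0.420 across 7325 genes, against 0.0886 in naive wild type, 0.190 in activated wild type and 0.0952 in activated Il10-KO. Mitochondrial genes took 6.39% of the counts in that library and 1.96% to 2.16% in the others. With 1 sample of this kind in a group of 2, no comparison could be repeated within such a batch.

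Samples of different groups share the replicate numbers 1 and 2. Across the 12650 genes, deviations from the group mean of same-numbered wild-type and Il10-KO samples correlated at -0.106 in activated and -0.160 in naive BMDMs, so crossed pairs, chosen after seeing the data, were fitted beside same-numbered pairs. The Il10 log2 fold change in naive BMDMs was 2.86 with same-numbered pairs as a block (adjusted p = 4.2e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 2.86 with crossed pairs (adjusted p = 9.9e-04). In activated BMDMs the block left it at -0.11 with either pairing. Each group holds both replicate numbers, so a block could hardly move a log2 fold change and bears mainly on the p-values.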

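Cers2 had the highest expression of the 6 ceramide synthase genes in 8 of 8 samples. Its mean was 306 CPM over all samples, with 244 ± 0.474 CPM (SD, n = 2) in naive wild type, 230 ± 25.5 in naive libraries labelled Il10-KO, 362 ± 25.2 in activated wild type and 388 ± 19.3 in activated libraries labelled Il10-KO. The mean of Cers6 was 106 CPM and that of Cers5 was 90.5 CPM. Of the 12650 genes tested, 95.6% had a lower mean than Cers2, 83.1% a lower mean than Cers6 and 80.0% a lower mean than Cers5. Cers4 had a mean of 3.98 CPM, above that of 22.4% of the genes. Cers3 had a mean of 0.147 CPM and between 1 and 6 counts per sample, and Cers1, whose reads are shared with Gdf1, had a mean of 0.0234 CPM and at most 3 counts, so neither was tested. Within each sample, the lowest of Cers2, Cers5 and Cers6 was at least 15.9 times the highest of Cers1, Cers3 and Cers4, with a mean ratio of 23.4 ± 7.67 (SD over 8 samples). Counts per kilobase of exon, with all annotated exons of a gene merged, moved this ratio most, to 41.6. They placed Cers6 above Cers5 in 0 samples, against 4 of 8 without the correction for length. Merged exons span 12264 bases for Cers4, 8875 for Cers6 and 3542 for Cers5. They can exceed the length of the transcripts expressed, so these 2 results rest on that measure of length.

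On activation, Cers2 rose in wild-type BMDMs by a log2 fold change of 0.57 (standard error 0.11, adjusted p = 0.00254) and Cers6 by 0.39 (standard error 0.12, adjusted p = 0.0262), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cers5 had a log2 fold change of 0.13 (standard error 0.13, adjusted p = 0.47 from the same edgeR test). In libraries labelled Il10-KO, Cers2 rose by 0.75 (standard error 0.11, adjusted p = 4.3e-04 from edgeR's test) and Cers6 by 0.70 (standard error 0.12, adjusted p = 0.00120). Cers4 fell there by 0.95 on the log2 scale (standard error 0.21, adjusted p = 0.00560 from edgeR's test). Between genotypes in activated BMDMs, the largest difference of the genes at high levels was that of Cers6, with a log2 fold change of 0.42 (standard error 0.12) and an adjusted p of 0.159 from edgeR's test. With same-numbered samples as a block (correlation -0.106), the adjusted p of Cers6 was 0.171 from edgeR's test, and with crossed pairs it was 0.229.

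**Figure D1:**
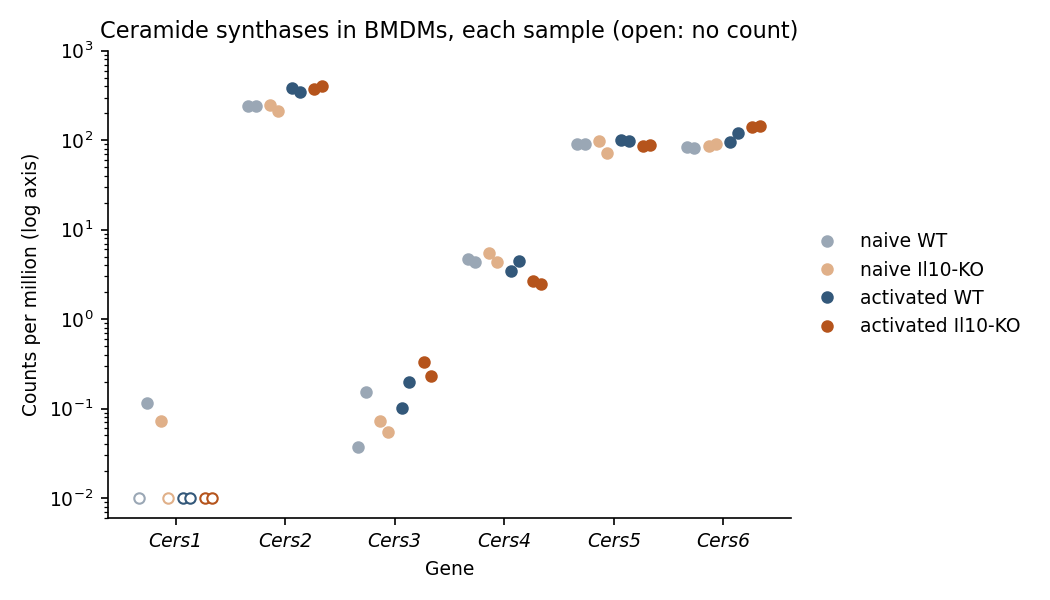
Expression of Cers1 to Cers6 in each of the 8 samples, in CPM on a log axis, coloured by genotype label and activation. Open circles at the lower edge are samples with no count. Cers2, Cers5 and Cers6 sit between 72.3 and 401 CPM and Cers4 between 2.46 and 5.46.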

In non-immune cell types, CerS2 is reported to regulate the synthesis of VLC ceramides Cer20:0–Cer26:0^19^. To determine whether CerS2 regulates VLC ceramides in macrophages, we generated *Cers2-*KO mice and performed lipidomics on BMDMs from knockout and control mice. Consistent with studies in non-immune cells, *Cers2-*KO BMDMs have nearly undetectable levels of ceramides with acyl chains longer than 20 carbons (Extended Data Fig. 3b), resulting in a net decrease in total ceramides (Extended Data Fig. 3c). Accordingly, loss of CerS2 markedly reduced the amount of VLC sphingomyelin species (Extended Data Fig. 3d). Thus, loss of CerS2 in TLR2-activated macrophages disrupts VLC ceramide and sphingomyelin homeostasis.

To determine whether CerS2 and its sphingolipid products are important for inflammation, we generated BMDMs from wild-type and *Cers2-*KO mice and activated them with TLR2 ligand. Whereas *Cers2*-heterozygous macrophages exhibited similar inflammatory gene expression to wild-type counterparts (Extended Data Fig. 3e), *Cers2-*KO macrophages showed significantly reduced inflammatory gene expression in response to TLR2 ligands (Fig. 2a) and did not fully induce inflammatory gene expression during IL-10R blockade (Extended Data Fig. 3f). This suggests that CerS2 function is important for TLR2-driven macrophage inflammation alone or in the context of IL-10 deficiency. In line with this idea, loss of CerS2 on the IL-10R-deficient background significantly reduced macrophage inflammatory gene expression in response to TLR2 (Fig. 2b and Extended Data Fig. 3g) and TLR4 ligands (Extended Data Fig. 3h). Notably, addition of exogenous Cer24:0, but not Cer16:0, restored inflammation in the *Il10rb*/*Cers2*-DKO macrophages (Fig. 2b and Extended Data Fig. 3g), indicating that accumulation of VLC ceramides, the lipid products of CerS2, are important for mediating the increased inflammatory gene expression in IL-10-deficient macrophages.

**Fig. 2:**
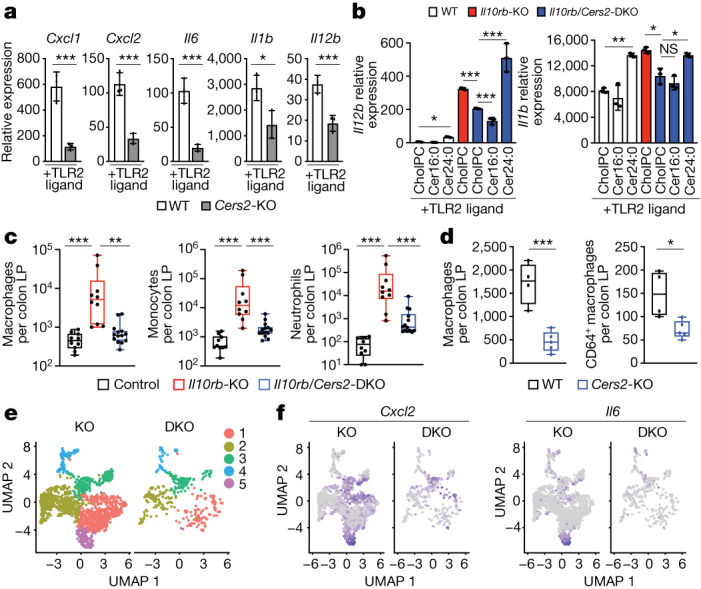
Genetic inhibition of VLC ceramide synthesis limits inflammation. **a**, qPCR analysis of Inflammatory gene expression in 48 h TLR2-activated (50 ng ml^−1^ Pam3CysK4) wild-type or *Cers2-*KO BMDMs (*n* = 3 per group). **b**, qPCR analysis of *Il12b* and *Il1b* gene expression in 48 h TLR2-activated (50 ng ml^−1^ Pam3CysK4) wild-type, *Il10rb*-KO or *Il10rb*/*Cers2*-DKO peritoneal macrophages supplemented with cholPC (vehicle), Cer16:0 or Cer24:0 for the last 44 h of activation (*n* = 3 per group). All lipids administered at a final concentration of 30 μM. **c**, Macrophages (CD11c^+^MHCII^+^), monocytes (CD11b^+^Ly6C^+^) and neutrophils (Cd11b^+^Ly6G^+^) from flow cytometry-based immune cell profiling of the colonic lamina propria (LP) from control (*Il10rb*-heterozygous), *Il10rb*-KO and *Il10rb*/*Cers2*-DKO chimeric mice (*n* = 10–13). Mann–Whitney *t*-test. **d**, Total macrophages (CD11c^+^MHCII^+^) and CD64^+^ macrophages from colonic lamina propria from wild-type and *Cers2-*KO chimeric mice (*n* = 4–5). **e**, UMAP analysis of single-cell RNA-seq (scRNA-seq) data from *Il10rb*-KO and *Il10rb*/*Cers2*-DKO macrophage clusters in cells sorted from the colon lamina propria. **f**, UMAP analysis of *Cxcl2* and *Il6* scRNA-seq data from sorted macrophages from the colon lamina propria of *Il10rb*-KO or *Il10rb*/*Cers2*-DKO chimeric mice. All experiments are reported as mean of biological replicates ± s.d. *P < 0.05, **P < 0.01, ***P < 0.005 (two-tailed unpaired Student’s *t*-test, unless noted otherwise). Source Data

Since loss of CerS2 reduced inflammatory gene expression in IL-10R-deficient macrophages, we hypothesized that CerS2 may be important for regulating the colonic inflammation that is the hallmark of *Il10*-KO or *Il10rb*-KO mice^2–4^. We observed that *Cers2*-KO and *Cers2*- and *Il10rb*-double knockout (DKO) mice were small in stature, had spontaneous seizures, and often died before 10 weeks of age in our colony. This is consistent with phenotypes published by other groups that show that in vivo *Cers2* deletion results in defects in myelin sheath production and spontaneous seizures^20^. To circumvent complications resulting from these systemic issues, we generated bone marrow chimeras from CD45.2^+^ *Il10rb*^+/−^ (control) mice, *Il10rb*-KO mice and *Il10rb*/*Cers2*-DKO littermate mice into CD45.1^+^ recipients. Microbial variation was minimized by cohousing chimeric mice in a 2 × 2 × 2 format for each donor genotype. Bedding was also transferred equally between cages every other week. At 10 weeks after engraftment, faecal samples from the chimeric mice were collected to quantify lipocalin, a canonical marker of colonic inflammation^21^. At this timepoint, we observed no overt signs of colonic inflammation (for example, rectal prolapse or weight loss; data not shown). However, consistent with previous studies in whole-body *Il10*-KO and *Il10rb-*KO mice^21^, *Il10rb*-KO chimeric mice had significantly higher faecal lipocalin compared with control mice (Extended Data Fig. 3i). Notably, *Il10rb*/*Cers2*-DKO chimeric mice had reduced faecal lipocalin compared with IL-10R KO chimeric mice in both male and female mice (Extended Data Fig. 3i and data not shown). To further examine the importance of CerS2 in vivo, we collected colon tissue from the chimeric mice, isolated the immune cells from the colon lamina propria and assessed cell populations by flow cytometry (for gating strategies, see Supplementary Fig. 1). Consistent with previous studies^4^, *Il10rb*-KO chimeras had increased inflammatory cell infiltrates, including macrophages, monocytes, neutrophils, total CD4^+^ T cells, T_H_1 (IFNγ^+^) and T_H_17 (IL-17A^+^) cells (Fig. 2c and Extended Data Fig. 4a). Markedly, loss of CerS2 on the IL-10R-deficient background reduced immune cell infiltrates compared with the *Il10rb*-KO chimeras (Fig. 2c and Extended Data Fig. 4a), indicating that synthesis of VLC ceramides is important for driving immune cell-mediated colitis in the absence of IL-10 signalling.

To further understand how CerS2 affects colonic homeostasis, we generated wild-type and *Cers2* single-knockout chimeric mice. These chimeric mice were cohoused for 12 weeks and then immune cell populations in the colonic lamina propria were analysed. In this model, there are no overt drivers of inflammation (such as loss of IL-10R), which enables us to determine whether CerS2 is important for normal immune cell homeostasis in the colon. Notably, we found no reduction in monocytes, neutrophils, total CD4 T cells, T_H_1 CD4 T cells or T_H_17 CD4 T cells in the colon lamina propria of *Cers2-*KO chimeric mice compared with wild-type controls (Extended Data Fig. 4b). However, *Cers2-*KO chimeric mice exhibited a reduction in macrophages (CD11c^+^MHCII^+^) and mature macrophages (CD11c^+^MHCII^+^CD64^+^) (Fig. 2d), suggesting that under basal conditions, CerS2 is important for maintenance of colonic macrophage populations. Colonic macrophages are continually replenished in the ‘macrophage waterfall’^22,23^, in which circulating monocytes migrate to the colon, acquire CD11c and MHCII and eventually CD64 (encoded by *Fcgr1*), and become more responsive to TLR signalling, before becoming ‘tolerogenic’ to maintain homeostasis in the colon. As macrophages are turned over, new macrophages mature to repopulate the colon. To determine how loss of CerS2 affected macrophage homeostasis in vivo, we sorted CD45^+^ immune cells from *IIl10rb*-KO or *Il10rb*/*Cers2*-DKO chimeric mice and single-cell transcriptomics performed on macrophages. Uniform manifold approximation and projection (UMAP) analysis revealed that colonic macrophages isolated from *Il10rb*-KO chimeras grouped into five distinct clusters, with cluster 5 containing highly inflammatory cells (Fig. 2e,f and Extended Data Fig. 4c). Notably, *Il10rb*/*Cers2*-DKO chimeras lacked cluster 5 and had reduced expression of inflammatory macrophage markers, cytokines and chemokines compared with *Il10rb*-KO chimeras (Fig. 2e,f and Extended Data Fig. 4c,d). Notably, CerS2-deficient macrophages showed high expression of CD206 (encoded by *Mrc1*) and other tolerogenic markers, suggesting that loss of CerS2 may promote a more tolerogenic macrophage phenotype^24–28^ compared with loss of IL-10R alone (Extended Data Fig. 4e,f). Together, these data indicate that loss of CerS2 on an IL-10R deficient background can mitigate immune cell infiltrates into the colon and reduce in vivo macrophage inflammatory gene expression compared with loss of IL-10R alone.

## MUFA synthesis limits ceramide production

To better understand how ceramide synthesis was regulated in *Il10*-KO cells, we examined all known genes required for sphingolipid metabolism from our matched lipidomics RNA-seq dataset (Extended Data Fig. 5a). 

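The paper's text does not list the sphingolipid genes that were examined, so 59 genes were taken from the known steps of the pathway. Of these, 17 act in de novo ceramide synthesis or its control, with Ormdl1 to Ormdl3 among them. A further 11 act in sphingomyelin metabolism, 19 in glycosphingolipid metabolism and 12 as ceramidases or in sphingosine-1-phosphate metabolism. Counts were high enough to test 50 of them. The other 9 genes, Acer1, Sphk1, Sptlc3, Sptssb, Cers1, Cers3, Ugt8a, Gal3st1 and Enpp7, could not be tested at this depth.

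Between naive libraries labelled Il10-KO and naive wild type, the log2 fold changes of the 50 genes ran from -0.71 (Degs2) to 0.24 (Sgpp1), with a median of -0.05. The 95% confidence interval lay within a 2-fold change in either direction for 45 genes. In activated BMDMs the log2 fold changes between genotypes ran from -0.63 (Cers4) to 1.30 (Acer2), with a median of -0.01, and the interval lay within a 2-fold change for 42 genes. The median standard error was 0.12 in both comparisons. On activation, A4galt, with at most 2 counts in each naive sample, was at least 8.97-fold higher in wild type and at least 14.3-fold higher in libraries labelled Il10-KO. The changes of the other 49 genes ran from -1.16 (Sgpp1) to 0.96 (Degs1) in wild type and from -1.68 (Sgpp1) to 2.04 (Spns2) in libraries labelled Il10-KO. The median absolute change was 0.38 and 0.61 on activation, against 0.11 and 0.12 between genotypes in naive and activated BMDMs.

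**Figure D2:**
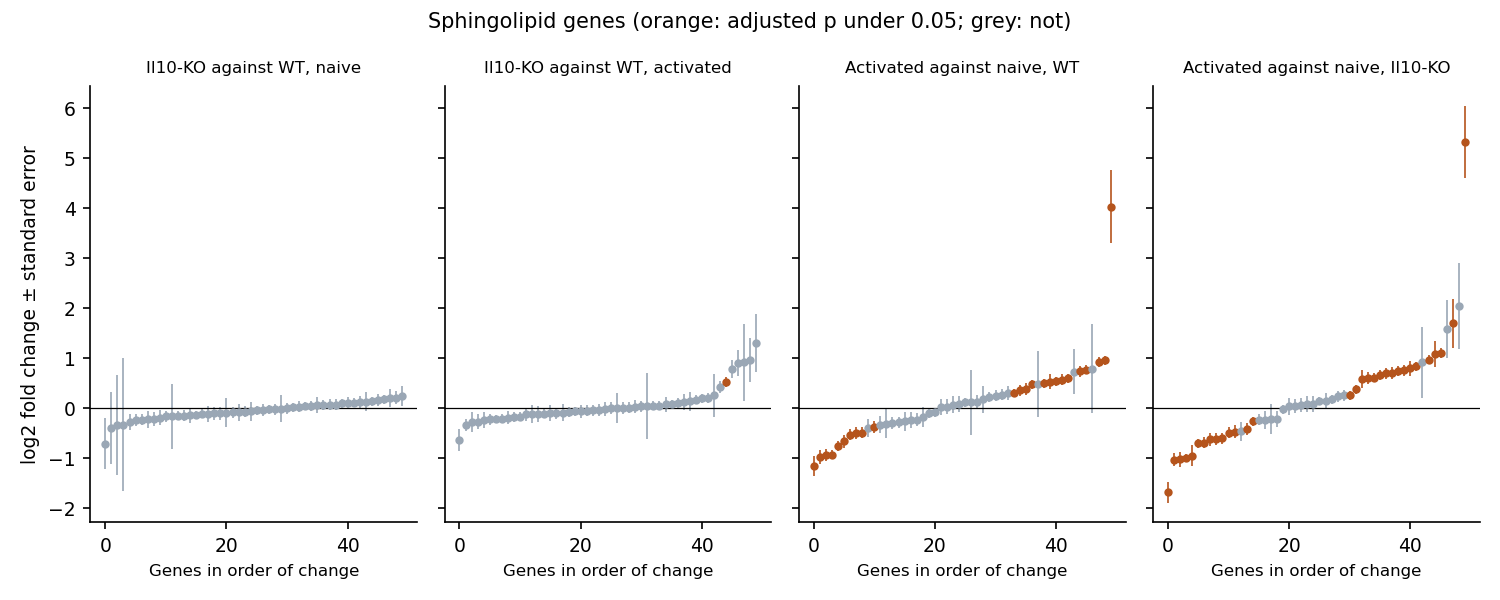
Log2 fold change of each of the 50 sphingolipid genes in the 4 comparisons, ordered by size within each panel, with bars of 1 standard error. The points of A4galt on activation are model estimates from naive counts too low to measure. Orange points have an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 0 genes in naive and 1 gene in activated BMDMs between genotypes, and 24 and 31 genes on activation.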

Although we found no difference in levels of sphingolipid gene mRNA across genotype or activation status, we observed that expression of stearoyl-CoA desaturase 2 (*Scd2*) was significantly decreased in *Il10*-KO BMDMs (Fig. 3a and Extended Data Fig. 5a, bottom row). 

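Between genotypes in naive BMDMs, 0 of the 50 sphingolipid genes had an adjusted p-value under 0.05 over all genes tested or over the list alone, and 0 had an unadjusted p-value under 0.05. In activated BMDMs 1 gene passed over all genes tested, as did 1 over the list alone, and 8 had an unadjusted p-value under 0.05. The gene that passed was Smpdl3b (chromosome 4 from 132732966 to 132757252), at 56.4 ± 0.619 CPM (SD, n = 2) in activated libraries labelled Il10-KO and 39.4 ± 1.06 CPM in activated wild type. Its log2 fold change was 0.52 (standard error 0.10, adjusted p = 0.0494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The number of genes past the threshold moved most, to 9, when replicate 1 of naive Il10-KO was left out of the model, an alternative chosen after seeing the data. With same-numbered samples as a block (correlation -0.106 in activated and -0.160 in naive BMDMs), 0 genes passed between genotypes in either state, and crossed pairs also gave 0. The adjusted p of Smpdl3b from edgeR's test was 0.0852 with the block and 0.0934 with crossed pairs. As a set, the 10 sphingomyelin genes tested were higher in activated libraries labelled Il10-KO, with a median log2 fold change of 0.16 and 7 of 10 higher (adjusted p = 0.00959 from limma's camera with Benjamini-Hochberg adjustment over 10 lists, 0.0151 with the block and 0.0157 with crossed pairs). In naive BMDMs their median was 0.05 (adjusted p = 0.513 from limma's camera, 0.585 with the block and 0.590 with crossed pairs). For the glycosphingolipid genes and for those of ceramidases and sphingosine-1-phosphate metabolism the adjusted p from limma's camera was at least 0.344 in either state, with or without a block.

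On activation, 24 of the 50 genes passed in wild type, 14 higher and 10 lower, with 24 over the list alone. In libraries labelled Il10-KO 31 genes passed, 17 higher and 14 lower, with 32 over the list alone. The 23 genes that passed in both changed in the same direction. In wild type the adjusted p from edgeR's test was 0.00217 for A4galt, whose rise is known only as a lower bound, and 0.00163 for Sgpp1, which fell most (standard error 0.20). A change of at least 2-fold was found for 2 of the 24 genes and 7 of the 31. A test of whether the response to activation differed between genotypes gave 0 of the 50 genes at an adjusted p-value under 0.05 and 4 at an unadjusted p-value under 0.05.

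Scd2 lies on chromosome 19 from 44293674 to 44306864, and 4.01% of its 50-base stretches are shared with other genes. It was at 175 ± 0.458 CPM (SD, n = 2) in naive wild type, 126 ± 4.83 in naive libraries labelled Il10-KO, 1058 ± 116 in activated wild type and 755 ± 73.0 in activated libraries labelled Il10-KO. Between genotypes in activated BMDMs its log2 fold change was -0.49 (standard error 0.11, 95% confidence interval -0.74 to -0.23). The unadjusted p was 0.00195 and the adjusted p was 0.0840 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over 12650 genes. In naive BMDMs it was -0.47 (standard error 0.11, unadjusted p = 0.00244, adjusted p = 0.745 from edgeR's test). With DESeq2 the difference in activated BMDMs was also -0.49, with an adjusted p of 0.00870 from DESeq2's Wald test with Benjamini-Hochberg adjustment. The paper's reported value in the authors' deposited DESeq2 comparison is -0.48, with an adjusted p of 5.9e-04. With same-numbered samples as a block the activated log2 fold change was -0.49 (adjusted p = 0.0843 from edgeR's test), and with crossed pairs it was -0.49 (adjusted p = 0.144 from edgeR's test). In naive BMDMs the block gave -0.48 (adjusted p = 0.749 from edgeR's test) and crossed pairs -0.47 (adjusted p = 0.756). Same-numbered pairs of activated samples differed by -0.50 and -0.47 and crossed pairs by -0.70 and -0.28, and in naive samples by -0.44 and -0.51 and by -0.52 and -0.43. With each activated sample left out in turn, the log2 fold change lay between -0.60 and -0.37.

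On activation Scd2 rose by 2.60 in wild type (standard error 0.12, adjusted p = 7.4e-07 from edgeR's test) and by 2.59 in libraries labelled Il10-KO (standard error 0.12, adjusted p = 5.5e-07). The difference between these responses was -0.01 (standard error 0.16, unadjusted p = 0.934, adjusted p = 0.995 from edgeR's test). From its authors' earlier work on SCD activity downstream of TLR activation, the paper raises the hypothesis that a change in MUFA synthesis could link inflammation with ceramide synthesis in macrophages without IL-10.

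**Figure D3:**
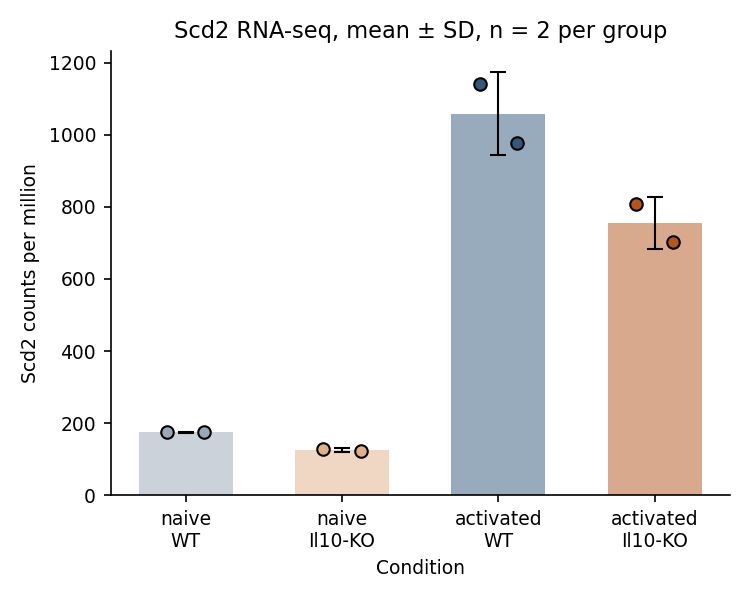
Scd2 expression in CPM in naive and activated BMDMs by genotype label. Bars are means with SD and points are the 2 samples of each group. Both activated samples labelled Il10-KO, at 704 and 807, lie below both activated wild-type samples, at 977 and 1140.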

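The 4 genes of the family lie within a single stretch of mouse chromosome 19 (mm10). Scd3 runs from 44203269 to 44244016, Scd4 from 44333092 to 44346743 and Scd1 from 44394455 to 44407879. Of their 50-base stretches, 6.66% of Scd3, 6.32% of Scd4 and 4.66% of Scd1 also occur in another gene, so a small part of their reads could have been split among them. Scd1 was at 32.1 ± 3.38 CPM (SD, n = 2) in activated wild type and 22.2 ± 2.54 CPM in activated libraries labelled Il10-KO, a log2 fold change of -0.53 (standard error 0.15, adjusted p = 0.179 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In naive BMDMs Scd1 was at 5.43 ± 0.367 CPM in wild type and 4.55 ± 0.846 CPM in libraries labelled Il10-KO. Scd4 had 18 and 16 counts in activated wild type and 10 and 5 in activated libraries labelled Il10-KO, a log2 fold change of -1.14 (standard error 0.49, adjusted p = 0.443 from edgeR's test). Scd3 had 1 count in 1 of the 8 samples and was below the smallest level these depths can show. With same-numbered samples as a block (correlation -0.106), the adjusted p from edgeR's test was 0.214 for Scd1 and 0.540 for Scd4, and with crossed pairs it was 0.246 and 0.507. As a set, Scd1, Scd2 and Scd4 were lower in activated libraries labelled Il10-KO (adjusted p = 0.00159 from limma's camera with Benjamini-Hochberg adjustment over 10 lists, 0.00164 with the block and 0.00299 with crossed pairs). The set includes Scd2, whose lower expression the paper reports, so this is not a result independent of Scd2. No gene of the set passed singly, Scd4 had few counts, and camera took the correlation between genes as 0.01. In naive BMDMs Scd1 and Scd2 were lower. Scd4 had 1 count in each naive wild-type library and 2 in each naive library labelled Il10-KO, too few to give a direction. The set did not pass there (adjusted p = 0.412 from limma's camera, 0.403 with the block and 0.438 with crossed pairs). Nor did it for the interaction of genotype with activation (adjusted p = 0.223 from limma's camera, 0.232 with the block and 0.270 with crossed pairs). Scd4 enters both tests, so they say little about the set as a whole. On activation, Scd1 rose by 2.56 in wild type (standard error 0.17, adjusted p = 5.5e-06 from edgeR's test) and by 2.30 in libraries labelled Il10-KO (standard error 0.18, adjusted p = 9.4e-06).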

SCD2 is part of the SCD family (SCD1–4) of Δ9-desaturases that are responsible for the synthesis of MUFAs from saturated long chain fatty acids^29^. For example, SCDs convert saturated stearic acid (denoted 18:0) into mono-unsaturated oleic acid (denoted 18:1). MUFAs have been implicated in inflammation and sphingolipid homeostasis^30–33^, but the direct mechanisms of the regulation of these pathways by fatty acid desaturation remain unclear. Our previous studies found that SCD enzymatic activity regulates inflammation downstream of TLR activation^10^, leading us to hypothesize that altered MUFA synthesis could link inflammation and ceramide synthesis in IL-10-deficient macrophages. To determine whether the reduced *Scd2* gene expression observed in *Il10*-KO macrophages was sufficient to alter de novo MUFA synthesis, we performed stable-isotope tracer analysis on macrophages fed ^13^C-glucose for 48 h with or without TLR2 activation. In line with our previous work, we found that TLR2 stimulation increased de novo lipogenesis in wild-type BMDMs resulting in an increase in both synthesized and total 18:1 (Fig. 3b). Macrophages lacking IL-10 did not fully upregulate MUFA synthesis downstream of TLR2, resulting in reduced pools of synthesized and total 18:1 48 h after stimulation (Fig. 3b). By contrast, palmitate (16:0) synthesis was unchanged and total cellular amounts of palmitate and linoleic acid (18:2), an imported polyunsaturated fatty acid, were not decreased (Extended Data Fig. 5b,c). To determine whether altered MUFA content in *Il10*-KO BMDMs was important for inflammation, we activated wild-type, *Il10*-KO, and *Il10rb*-KO BMDMs with TLR2 ligand for 48 h and added back different bovine serum albumin (BSA)-conjugated free fatty acid species for the last 44 h. The addition of 18:1, which increased total 18:1 by approximately twofold (Extended Data Fig. 5d), reduced inflammatory gene expression in the *Il10*-KO or *Il10rb*-KO BMDMs (Fig. 3c and Extended Data Fig. 5e). Furthermore, addition of 24:1 (nervonic acid), an elongation product of 18:1, also reduced inflammatory gene expression in the *Il10*-KO BMDMs, whereas 16:0 and 18:2 did not (Fig. 3c and Extended Data Fig. 5e).

**Fig. 3:**
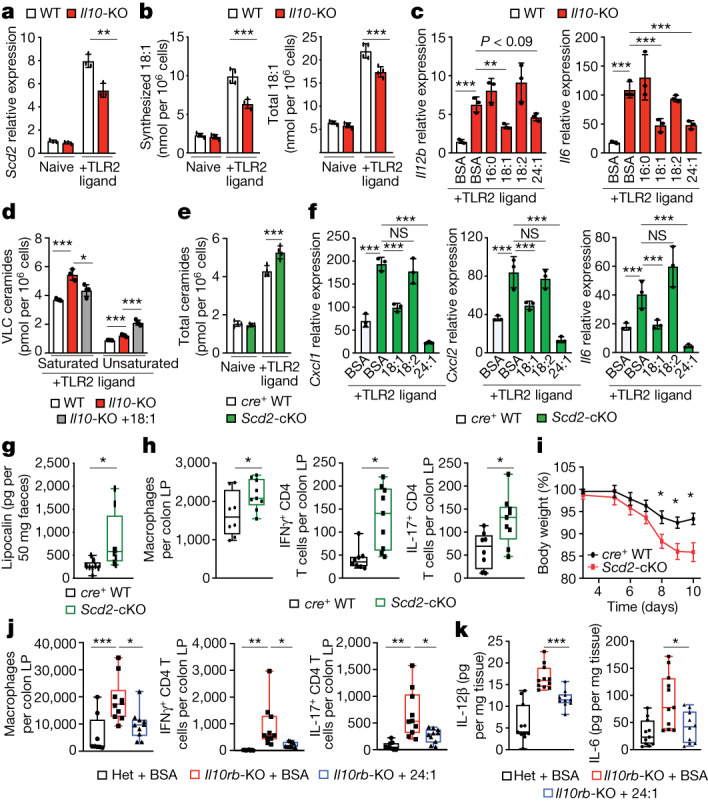
IL-10-induced mono-unsaturated fatty acid synthesis constrains ceramide production. **a**, qPCR analysis of *Scd2* gene expression in naive or 24 h TLR2-activated wild-type or *Il10*-KO BMDMs (*n* = 3). **b**, Synthesized and total oleic acid (18:1) from naive or 48 h TLR2-activated wild-type or *Il10*-KO BMDMs (*n* = 4). **c**, qPCR analysis of *Il12b* and *Il6* gene expression in 48 h TLR2-activated wild-type or *Il10*-KO BMDMs incubated with BSA, or 25 μM BSA–16:0, BSA–18:1, BSA–18:2 or BSA–24:1 for the last 44 h (*n* = 3). **d**, Saturated and unsaturated ceramide species from 48 h TLR2-activated wild-type or *Il10*-KO or *Il10*-KO BMDMs treated with 25 μM 18:1 for the last 44 h (*n* = 3–4). **e**, Total ceramides species in naive or TLR2-activated LysM-*cre*^*+*^ wild-type and *Scd2*-cKO BMDMs (*n* = 4). **f**, qPCR analysis of *Cxcl1*, *Cxcl2* and *Il6* gene expression in 48 h TLR2-activated *cre*^*+*^ wild-type BMDMs incubated with BSA, *Scd2*-cKO BMDMs incubated with BSA, and *Scd2*-cKO BMDMs incubated with 25 μM BSA–18:1, BSA–18:2 or BSA–24:1 for the last 44 h (*n* = 3). **g**, Enzyme-linked immunosorbent assay (ELISA) analysis of faecal lipocalin of control and *Scd2*-cKO male mice (*n* = 8–9). **h**, Flow cytometry-based immune cell profiling of the colonic lamina propria from naive control and *Scd2*-cKO male mice (*n* = 8–9). **i**, DSS-induced weight loss in control and *Scd2*-cKO female mice (*n* = 9). Data are mean ± s.e.m. **j**, Flow cytometry-based immune cell profiling of the colonic lamina propria from *Il10rb*-heterozygous (Het) male mice gavaged with BSA and *Il10rb*-KO male mice gavaged with BSA or BSA–24:1 (*n* = 8–10). **k**, ELISA analysis of IL-6 and IL-12β in colonic explants from *Il10rb*-heterozygous mice gavaged with BSA and *Il10rb*-KO male mice gavaged with BSA or BSA–24:1, incubated ex vivo for 24 h.(*n* = 10–11). All experiments are reported as mean of biological replicates ±  s.d. unless noted otherwise. *P < 0.05, **P < 0.01, ***P < 0.005 (two-tailed unpaired Student’s *t*-test). Source Data

To test whether altered MUFA content in IL-10 deficient macrophages affected flux into the de novo sphingolipid synthesis pathway, we activated wild-type and *Il10rb*-KO BMDMs with TLR2 ligands in medium containing U-^13^C,^15^N-serine with BSA or BSA–18:1. Notably, addition of exogenous 18:1 could blunt enhanced U-^13^C,^15^N-serine incorporation into sphinganine in the *Il10rb*-KO macrophages (Extended Data Fig. 5f). Next, we performed shotgun lipidomics to examine how replenishment of 18:1 in *Il10*-KO BMDMs influenced ceramide homeostasis. We found that addition of 18:1 did not lower total ceramide abundance in the *Il10*-KO macrophages (Extended Data Fig. 5g), however, it significantly lowered the levels of saturated VLC ceramides, including Cer24:0 (Fig. 3d and Extended Data Fig. 5h). Notably, addition of 18:1 increased the amount of Cer24:1 and total mono-unsaturated ceramides (Fig. 3d and Extended Data Fig. 5h). Based on this result, we tested whether saturated and unsaturated VLC ceramides were equally responsible for heightened inflammation. In contrast to Cer24:0, exogenous Cer24:1 did not enhance inflammatory gene expression in macrophages (Extended Data Fig. 5i), indicating that only saturated VLC ceramides can drive an inflammatory phenotype.

Next, we sought to determine whether ceramide biosynthesis is influenced by macrophage de novo MUFA synthesis. In line with our *Il10*-KO data, we found that acute pharmacologic inhibition of SCDs (denoted SCDi) increased inflammatory gene expression, total ceramides and all ceramide species (Extended Data Fig. 5j–l). Similar to IL-10 deletion, the observed increase in inflammatory gene expression produced by SCDi could be mitigated by the addition of 18:1 (Extended Data Fig. 5j). Additionally, exogenous 18:1 blocked the excess accumulation of all saturated VLC ceramides in SCDi-treated macrophages (Extended Data Fig. 5k,l). Notably, addition of exogenous 18:1 did not alter VLC ceramide species with mono-unsaturated tails (with Cer24:1 being the most dominant unsaturated species) (Extended Data Fig. 5k,l). Thus, SCD activity and the pool size of 18:1 appears to specifically regulate the amounts of saturated VLC ceramides.

Genetic deletion of *Scd2* is embryonic lethal in mice^29^. To determine the influence of SCD2 on inflammation in vivo, we generated *Scd2*^*flox/flox*^ mice and crossed them to LysM-*cre*^*+*^ mice to generate mice with myeloid-specific deletion of SCD2 (denoted *Scd2*-cKO). Analogous to *Il10*-KO BMDMs, *Scd2*-cKO BMDMs exhibited a similar reduction in synthesized and total 18:1, without affecting synthesized 16:0, total 16:0 and total 18:2 lipid species (Extended Data Fig. 6a,b). Notably, *Scd2*-cKO macrophages showed increased synthesis of sphinganine (Extended Data Fig. 6c) and accumulation of total and saturated VLC ceramides (Fig. 3e and Extended Data Fig. 6d), similar to *Il10*-KOs. Similarly, we observed increased inflammatory gene expression in *Scd2*-cKO macrophages in response to TLR2 activation that could be reduced by the addition of 18:1 or 24:1, but not 18:2 (Fig. 3f). To validate whether ceramides were important for enhanced inflammatory gene expression, we treated TLR2-activated *Scd2*-cKO BMDMs with myriocin, an inhibitor of serine palmitoyl transferase long chain base subunit 2 (SPTLC2). Myriocin treatment reduced sphinganine levels (Extended Data Fig. 6e), produced a trending decrease in Cer24:0 (Extended Data Fig. 6f), and reduced some inflammatory gene expression without affecting cell viability (Extended Data Fig. 6g and data not shown). These data suggest that flux into the ceramide de novo synthesis pathway is important for inflammatory phenotypes in SCD2-deficient macrophages. Together, these findings suggest that an inability to upregulate MUFA synthesis is a major underlying cause for accumulation of saturated ceramides and increased inflammation in IL-10 deficiency.

In line with our in vitro data, *Scd2*-cKO mice exhibited a basal elevation of faecal lipocalin compared with cohoused *cre*^*+*^ littermate controls (Fig. 3g). Additionally, there were increased numbers of macrophages in the colon of *Scd2*-cKO mice, with no difference in neutrophil or monocyte populations (Fig. 3h and Extended Data Fig. 7a; for gating strategy, see Supplementary Fig. 2). *Scd2*-cKO mice also had increased numbers of IFNγ^+^ and IL-17A^+^CD4^+^ T cells (Fig. 3h), indicating that myeloid-specific SCD2 expression affects T cell activation in the colon. In support of this idea, ex vivo colonic explants from *Scd2*-cKO mice produced more soluble IL-12p40 compared with tissue collected from cohoused *cre*^*+*^ littermate controls (Extended Data Fig. 7b). We hypothesized that the increased basal inflammation found in the *Scd2*-cKO mice might predispose these mice to models of chemically-induced colitis, such as dextran sodium sulfate (DSS). Similar to previously published studies in IL-10 deficient mice^4^, we found that DSS-treated *Scd2*-cKO mice lost significantly more weight than the cohoused littermate *cre*^*+*^ control mice, and had significantly increased numbers of infiltrating myeloid and lymphoid immune cells in the colon lamina propria (Fig. 3i and Extended Data Fig. 7c). SCD2 conditional heterozygous mice had an intermediary phenotype in response to DSS-induced colitis (Extended Data Fig. 7d). In sum, the phenotypes observed in SCD2-deficient macrophages and mice recapitulate phenotypes in macrophages and mice lacking IL-10 signalling.

Since exogenous MUFAs could limit inflammation in IL-10 deficient macrophages, and loss of myeloid-specific SCD2 resulted in increased colonic inflammation, we reasoned that exogenous MUFAs could reduce colonic inflammation in the *Il10*-KO or *Il10rb*-KO mice. To test this, we started with two groups of *Il10rb*-KO mice and two groups of *Il10*-KO mice that had similar levels of colonic inflammation, as measured by faecal lipocalin content (Extended Data Fig. 7e,f). For each genotype, one group of mice was orally gavaged with BSA, the carrier protein used to solubilize free fatty acids, or with BSA conjugated to 18:1 or 24:1. Mice were gavaged for 14 days before colonic tissue was collected for immune cell analysis and cytokine secretion. Markedly, MUFA gavage significantly reduced faecal lipocalin compared with BSA alone (Extended Data Fig. 7f). Furthermore, MUFA gavage reduced myeloid and lymphoid immune cell populations in the colon and reduced secretion of IL-6 and IL-12p40 from colonic explants (Fig. 3j,k and Extended Data Fig. 7g,h), at levels similar to those resulting from ablation of CerS2 (Fig. 2c and Extended Data Fig. 5a). Conversely, 16:0 gavage did not affect myeloid cell infiltration in wild-type or *Il10rb*-KO mice (Extended Data Fig. 7i). Together, these data support the idea that upregulation of MUFA synthesis in macrophages serves as a negative feedback mechanism downstream of IL-10 signalling to dampen inflammation, and that MUFA availability in macrophages has an important role in the control intestinal inflammation.

## VLC ceramides do not activate the inflammasome

Next, we sought to determine the mechanism by which VLC ceramides enhance inflammation. Previous studies have suggested that the NLRP3 inflammasome may be important for ceramide-induced pathology in adipose tissue^34^. To test whether VLC ceramides induced inflammasome activation, we performed ELISAs to detect cleaved IL-1β in the supernatants of macrophages treated with VLC ceramides. Despite an increase in *Il1b* mRNA levels in response to VLC ceramides (Fig. 1g), neither Cer22:0 nor Cer24:0 induced IL-1β cleavage and secretion, in contrast to the strong induction of IL-1β cleavage and secretion induced by nigericin treatment^35^ (Extended Data Fig. 8a). Moreover, loss of NLRP3 activity did not influence VLC ceramide-mediated enhancement of inflammatory gene expression in BMDMs (Extended Data Fig. 8b), indicating that the NLRP3 inflammasome is not involved in ceramide-mediated inflammation in this system. These observations are consistent with previously published data indicating that de novo ceramide biogenesis is not required for NLRP3 inflammasome activation^36^.

## REL is required for ceramide-induced inflammation

It is widely accepted that IL-10 signalling acts at the level of transcription to repress inflammatory gene expression; however, the exact steps that govern this process remain unclear^37^. Consistent with this idea, we observed elevated nuclear levels of the NF-κβ family transcription factors REL (also known as cRel) and RELA (also known as p65) only at late timepoints (24 and 48 h) after TLR2 activation in *Il10*-KO macrophages, without alterations in initial transcription factor nuclear translocation (Extended Data Fig. 8c) or IκBα degradation and re-accumulation patterns^38,39^ (Extended Data Fig. 8d). This led us to hypothesize that increased VLC ceramides may have a role only in late-stage inflammatory responses that are characteristic of IL-10 deficiency. To test this idea, we pretreated BMDMs with cholPC or Cer24:0 for 48 h, followed by a brief 1 h TLR2 stimulation. Inflammatory gene expression patterns of cells pretreated with lipid were compared to BMDMs activated with TLR2 ligands for 48 h and with exogenous Cer24:0 for the last 44 h of activation (as in our previous experiments). Pretreatment with Cer24:0 did not alter early induction of inflammatory genes, but resulted in prolonged expression at later timepoints (Fig. 4a). We also found that Cer24:0 treatment, but not Cer16:0 treatment, resulted in increased nuclear REL and RELA after 24 h and 48 h TLR2 activation (Fig. 4b and Extended Data Fig. 8e), without affecting total cellular amounts of IκBα (Extended Data Fig. 8f), REL or RELA (Extended Data Fig. 8f,g), similar to results from IL-10 deficiency (Extended Data Fig. 8c–e).

**Fig. 4:**
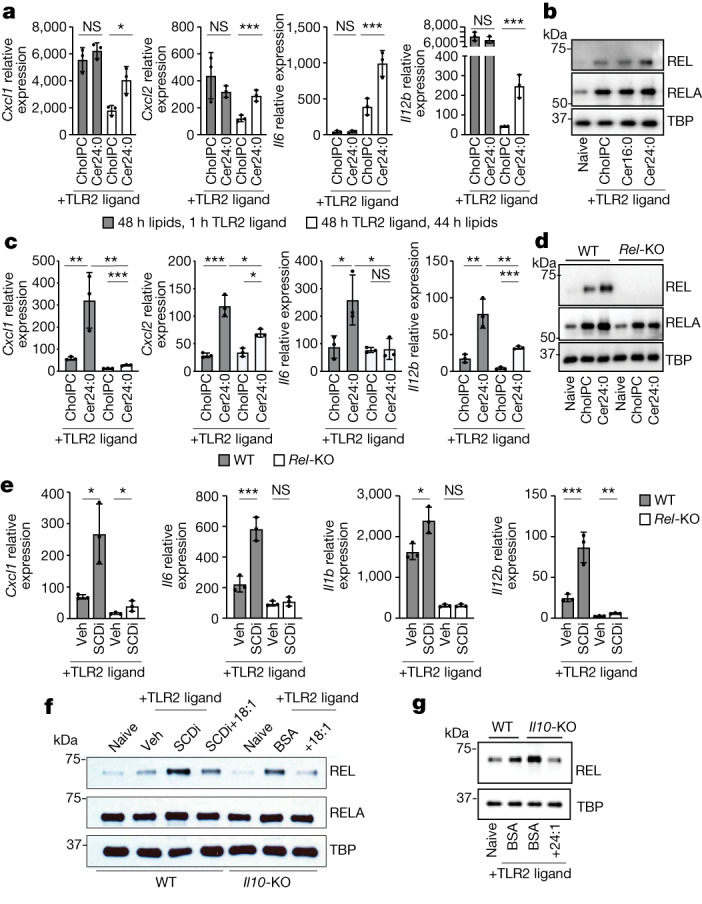
REL is required for ceramide-mediated induction of inflammatory gene expression. **a**, qPCR analysis of inflammatory gene expression in BMDMs pretreated with 30 μM Cer24:0 for 48 h, followed by 1 h activation with TLR2 ligand (50 ng ml^−1^ Pam3CSK4) versus 48 h TLR2 activation with 44 h 30 μM Cer24:0 treatment (*n* = 3). **b**, Western blot analysis of RELA, REL and TBP (loading control) from nuclear extracts from naive or 48 h TLR2-activated wild-type peritoneal macrophages plus cholPC (vehicle), Cer16:0, or Cer24:0 for the last 44 h of the activation. Representative of three individual experiments. **c**, qPCR analysis of inflammatory gene expression in 48 h TLR2-activated wild-type or *Rel*-KO BMDMs plus cholPC (vehicle) or 30 μM Cer24:0 for the last 44 h of activation (*n* = 3). **d**, Western blot analysis of RELA, REL and TBP (loading control) from nuclear extracts from naive or 48 h TLR2-activated wild-type or *Rel*-KO BMDMs plus cholPC (vehicle) or 30 μM Cer24:0 for the last 44 h of activation. RELA was blotted in parallel with REL and TBP. Representative of two individual experiments. **e**, qPCR analysis of inflammatory gene expression in 48 h TLR2-activated wild-type or *Rel*-KO BMDMs with or without 10 nM SCDi (Cay10566) for the last 44 h of activation (*n* = 3). Veh, vehicle. **f**, Western blot analysis of REL, RELA and TBP (loading control) in nuclear extracts from naive or 48 h TLR2-activated wild-type or *Il10*-KO BMDMs plus SCDi, BSA or 25 μM BSA–18:1 for the last 44 h of the activation. Representative of three individual experiments. **g**, Western blot analysis of nuclear extracts from naive or 48 h TLR2-activated wild-type or *Il10rb*-KO BMDMs plus BSA or 25 μM BSA–24:1 for the last 44 h of the activation for RELA, REL and TBP (loading control). Representative of two experiments. All experiments are reported as mean of biological replicates ± s.d. *P < 0.05, **P < 0.01, ***P < 0.005 (two-tailed unpaired Student’s *t*-test). Source Data

RELA and REL are related transcription factors that can homodimerize with themselves or heterodimerize with one another to induce inflammatory gene expression^40–42^. RELA is absolutely required for the initial induction of inflammatory cytokines and chemokines in activated macrophages and other immune and non-immune cells^42–45^. REL is thought to have a more limited role in inflammation, in which only TLR-mediated induction of *Il12a* and *Il12b* is strongly dependent on REL in myeloid cells^46^. We observed dysregulation of *Il12b* and *Il12a* in most of our in vitro and in vivo experiments, leading us to hypothesize that saturated VLC ceramides (such as Cer24:0) influence inflammation by specifically modulating REL activity. In line with this idea, *Rel*-KO BMDMs displayed reduced inflammatory gene expression in response to VLC ceramides when activated with TLR2 or TLR4 ligands (Fig. 4c and Extended Data Fig. 8h). Markedly, endogenous ceramide levels and exogenous ceramide uptake were not altered by REL deficiency, suggesting that REL is downstream of ceramide-induced inflammation (Extended Data Fig. 8i,j). Markedly, we found that loss of REL abrogated Cer24:0-mediated induction of RELA (Fig. 4d and Extended Data Fig. 8g), suggesting that the pool size of VLC ceramides may directly regulate REL, and that enhanced RELA nuclear localization is either dependent on dimerization with REL or is mediated by signals downstream of REL activation.

In complementary studies, we found that SCDi-mediated induction of inflammatory genes is dependent on REL (Fig. 4e), and that SCDi treatment or conditional knockout of *Scd2* can induce REL nuclear localization in macrophages, which can be mitigated by addition of exogenous 18:1 (Fig. 4f and Extended Data Fig. 9a). Moreover, nuclear localization of REL in *Il10-*KO or *Il10rb*-KO macrophages was also limited by addition of 18:1 (Fig. 4f) or 24:1 (Fig. 4g), whereas changes in localization of RELA were less affected. Together, these data indicate that REL has an essential role in VLC ceramide-mediated induction of inflammatory genes, and is largely responsible for enhanced inflammatory phenotypes found in IL-10 or MUFA-deficient mice and macrophages.

Owing to its role in lipid-mediated inflammation, we hypothesized that REL may have a broader role in regulating inflammation than previously described. Consistent with previous results^46,47^, we found that REL is required for induction of *Il12b* gene expression, but not other cytokine or chemokine genes, after 1 h TLR2 activation (Extended Data Fig. 9b). However, after 48 h, genetic deletion of *Rel* in *Il10*-KO mice (*Il10*/*Rel-*DKO mice) completely ablated the enhanced inflammatory gene expression back to wild-type levels (Extended Data Fig. 9c), indicating that REL is critical for late-stage inflammatory gene expression in *Il10*-KO macrophages. Furthermore, REL was required for full induction of inflammatory gene expression in response to IL-10R neutralization alone and in combination with Cer24:0 addition (Extended Data Fig. 9d) after 48 h of TLR2 activation, which supports the hypothesis that REL is crucial for saturated VLC ceramide-driven inflammation caused by IL-10 deficiency. Furthermore, *Il10*/*Rel-*DKO mice exhibit reduced colonic secretion of IL-12p40 (Extended Data Fig. 9e), reduced faecal lipocalin (Extended Data Fig. 9f) and reduced myeloid cell numbers in the colon lamina propria compared with *Il10*-KO mice (Extended Data Fig. 9g), indicating that REL is critical for maintaining unresolved inflammation in IL-10-deficient macrophages and mice.

## Discussion

In this study we mechanistically delineate crosstalk between known transcriptional regulators of the immune response, lipid metabolism and intestinal homeostasis. Here, we uncover a previously undescribed mechanism by which the anti-inflammatory cytokine IL-10 regulates the duration of inflammation. Specifically, in the absence of IL-10 signalling, we find enhanced flux into the de novo sphingolipid synthesis pathway, resulting in the accumulation of VLC ceramides that promote inflammatory gene expression. Unexpectedly, we found that altered sphingolipid production was not mediated by transcript levels of genes encoding enzymes in the synthesis pathway (Extended Data Fig. 5a). Instead, changes in ceramide biogenesis were traced to the ability of IL-10 to control *Scd2* gene expression and subsequent synthesis of long chain MUFAs (Fig. 3a,b). 

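Of the 17 genes of de novo ceramide synthesis, 13 were expressed highly enough to test. In activated BMDMs 0 of them had an adjusted p-value under 0.05 between genotypes and 4 had an unadjusted p-value under 0.05. In naive BMDMs 0 genes met either threshold. Their median log2 fold change was -0.09 in activated and -0.08 in naive BMDMs. For a shift of these genes as a set, the adjusted p was 0.344 in activated and 0.412 in naive BMDMs (unadjusted 0.232 and 0.206), from limma's camera with Benjamini-Hochberg adjustment over 10 lists. With same-numbered samples as a block (correlation -0.106 in activated and -0.160 in naive BMDMs), the adjusted p from limma's camera was 0.352 and 0.403, and with crossed pairs 0.401 and 0.438. The list holds Ormdl1 to Ormdl3 beside genes of the enzymes, and the paper states that ORM proteins act against serine palmitoyl transferases. Higher enzyme genes and lower ORM genes would partly cancel in this test, so it cannot exclude such a change. The large subunits of serine palmitoyltransferase had log2 fold changes of 0.01 for Sptlc1 (standard error 0.11) and 0.08 for Sptlc2 (standard error 0.09) in activated BMDMs, and of 0.03 and 0.02 in naive BMDMs. The small subunit gene Sptssa had one of -0.21 in activated BMDMs (standard error 0.09, unadjusted p = 0.0384, adjusted p = 0.413 from edgeR's test) and of -0.15 in naive BMDMs. The adjusted p of Sptlc2 was 0.936 in activated and 0.965 in naive BMDMs, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Its interval in activated BMDMs ran from -0.12 to 0.28. Of the genes encoding ORM proteins, Ormdl1 had a log2 fold change of -0.34 in activated BMDMs (standard error 0.11, unadjusted p = 0.0163, adjusted p = 0.262 from edgeR's test), with 7.33% of its 50-base stretches shared with other genes. Ormdl3 had one of -0.10 (standard error 0.16, adjusted p = 0.994). Exons of Dnajc14 on the opposite strand overlap 66.7% of the exon bases of Ormdl2, which leaves its counts uncertain.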

Notably, pharmacologic inhibition or genetic deletion of SCD2 engaged the de novo ceramide synthesis pathway in a similar manner to IL-10 deletion (Fig. 3e and Extended Data Figs. 5k,l and 6c–f). There are few known checkpoints that regulate flux into the de novo ceramide synthesis pathway, and how de novo MUFA synthesis antagonizes this pathway remains unclear. One possibility is that when MUFA synthesis is limited, this results in an increase in saturated fatty acid precursors such as palmitate. The condensation of palmitoyl-CoA and serine is the first step in ceramide de novo synthesis pathway and is required for the generation of all downstream sphingolipid metabolites. Indeed, IL-10 deficiency slightly increases total cellular palmitate in macrophages (Extended Data Fig. 5c). However, genetic deletion of SCD2, which also blunts MUFA synthesis and increases total ceramides, does not affect total or synthesized palmitate (Extended Data Fig. 6a,b), suggesting that other mechanisms of regulation are more likely. Notably, we find that SCDi treatment or conditional knockout of *Scd2* increases the amount of most ceramide species regardless of saturation of the N-acylated tail (Extended Data Figs. 5l and 6d). This suggests that MUFAs are not limiting with regard to the ceramide acyl tail and may have a broader role in regulating flux into ceramide biogenesis outside of substrate availability. Thus, another possibility is that IL-10-mediated MUFA synthesis may engage the activity of orosomucoid (ORM) family proteins. ORM proteins antagonize serine palmitoyl transferases such as SPTLC2 to reduce flux into the sphingolipid pathway^48^. Notably, ORMs are known to influence airway inflammation and have been reported to be controlled by other metabolic programmes^49,50^. Further biochemical analysis will be required to fully examine what factors are required for the effect of IL-10 signalling and MUFAs on ceramide de novo synthesis.

Many previous studies examining the influence of ceramides on inflammation and apoptosis utilize short chain C2 ceramide analogues that are not endogenously synthesized by mammalian cells. Here we focus on long chain and VLC ceramides that are produced endogenously by immune cells, and find that exogenous addition of long chain and VLC ceramides—in contrast to C2 ceramide—do not appear to induce cell death or drive inflammasome activation. Additionally, we observe that only saturated VLC ceramides, but not their long chain counterparts, can enhance macrophage inflammation (Fig. 1g and Extended Data Fig. 2g,h), providing experimental evidence for results predicted in silico^51^. Furthermore, we identify that the ‘desaturation status’ of the tails of VLC ceramides is an additional feature that is critical for modulating the magnitude of macrophage inflammation (Extended Data Fig. 5i). These findings suggest a remarkable degree of specificity in how VLC ceramides convey information to the inflammation machinery, and it will be important for in future studies to focus on how saturated but not unsaturated VLC ceramides mediate inflammatory gene expression. Additionally, further studies are required to explore how downstream sphingolipid metabolites affect inflammation. For example, VLC ceramide treatments increase VLC hexosyl ceramides (Extended Data Fig. 2c), which are thought to be ligands for CD1d, a noncanonical MHCII required for activation of invariant natural killer T cells^52–54^. Further, it remains unknown how IL-10 signalling affects the generation of sphingosine-1-phosphate, a highly bioactive lipid that is known for this critical role in adaptive immune cell trafficking^55^ (reviewed in refs. ^56,57^). Thus, further studies are required to fully elucidate the role IL-10 signalling and the sphingolipidome in macrophages. It is also worth noting that loss of IL-10 signalling reduces most saturated and all mono-unsaturated sphingomyelins (Fig. 1d and Extended Data Fig. 1f). This could be due to a reduction in MUFAs (Fig. 3b), perturbed endoplasmic reticulum-to-Golgi transport that is required for sphingomyelin synthesis, or enhanced sphingomyelin degradation. Enhanced sphingomyelin degradation has been observed in response to inflammatory cytokine signalling in immune cell types^17,18^, but the exact mechanism for how increased sphingomyelin degradation influences inflammation remains poorly understood. Further studies are required to determine if and how IL-10 signalling affects sphingolipid salvage pathways.

We found that the persistent inflammation observed in response to VLC ceramides or the absence of MUFA synthesis could be traced to sustained activity of the NF-κB family member REL. Crosstalk between IL-10 and REL has previously been studied in macrophages^58,59^, but the observation that REL transcriptional activity can be influenced by fatty acid desaturation downstream of IL-10 signalling strengthens the idea that manipulation of fatty acid homeostasis is directly linked with immune cell activation. We also provide strong evidence that REL is pivotal for persistent inflammatory gene expression in the absence of IL-10 signalling and is critical for inflammatory gene expression outside of *Il12a* and *Il12b*, its prototypic targets in myeloid cells^46,47^. Thus, identification of lipid sensor signalling pathways that regulate REL activity may serve as new targets to modulate the aberrant inflammation observed in a broad array of metabolic and sterile inflammatory diseases. The exact mechanism by which saturated VLC ceramides specifically direct REL cellular location remains unclear and will be an important topic of future studies. Why REL nuclear location is more greatly affected than RELA in response to VLC ceramides also remains unclear—this may be due to inflammatory kinetics, transcription factor-specific post-translational modifications, or unknown signalling cascades that target specific NF-κB family members. Further studies will be required to fully understand how VLC ceramides engage with REL activation.

Finally, we find that genetic reduction of VLC ceramides or oral gavage with MUFAs can reduce colonic inflammation found in IL-10- or IL-10R-deficient mice (Fig. 2c–f and Extended Data Figs. 3i–k, 4a–d and 7g,h), suggesting that regulation of de novo lipid synthesis pathways is important for the maintenance of colonic homeostasis and health. Humans with deleterious mutations in IL-10 or IL-10R present with severe, life-threatening enterocolitis within the first few months of life. These individuals do not respond positively to standard forms of immune suppression such as anti-TNF biologicals or steroids. Besides haematopoietic stem cell transplant, there is no effective treatment option for IBD in people who lack functional IL-10 signalling^2^. Intriguingly, dietary intervention with the Mediterranean diet, which is high in unsaturated fats, has been shown to reduce disease parameters in patients with IBD in as little as six months^60^. A key component of the Mediterranean diet is olive oil, which is high in MUFAs. Thus, it is tempting to speculate that the benefits of the Mediterranean diet may be dependent, in part, on MUFA-mediated repression of colonic inflammation via changes in VLC ceramide metabolism. Indeed, our mouse data strongly suggest that oral delivery of exogenous MUFAs can beneficially curb inflammation in the colon and may serve to establish new treatments for colitis focused on fatty acid ‘metabolite correction’.

## Methods

### Mouse Strains

*Il10*-KO (JAX 002251) and *Il10rb*-KO (JAX 005027) mice were purchased from Jackson Laboratories. Both knockout strains were crossed to wild-type C57BL/6 (JAX 000664) to generate heterozygous mice. All future cohorts of mice were generated from heterozygote × heterozygote breeding to minimize microbial diversity. Cohorts of mice were aged in cohoused cages with three wild-type mice and three knockout mice unless noted otherwise. LysM-*cre*^*+/−*^ (JAX 004781) mice were also purchased from Jackson Laboratory. S*cd2*^*flox/flox*^ mice and *Cers2-*KO mice were generated in our in-house CRISPR Core and are available upon request. For bone marrow chimeras, donor bone marrow (250,000–500,000 cells per mouse) was transferred into CD45.1 PepBoy (Jax 002014) recipient mice. Mice were engrafted for 10 weeks prior to experimental use. All animal experimentation was performed in compliance with Yale Institutional Animal Care and Use Committee protocols. Mice were housed with 14 h light:10 h dark cycles in rooms maintained at 21.5 °C with 62% room humidity.

For in vivo mouse experiments, sample sizes were determined based upon the availability of mice and were the largest possible. Mice were not randomized since mice were analysed based upon their genotype. Investigators were not blinded to group allocation during data collection or analysis. Blinding were not relevant to our study given that most observations made in this study were flow cytometry based and the genotypes of the mice were confirmed before and after analysis.

### DSS colitis

Mice were given 1.5% DSS in their drinking water for 5 days, before changing back to normal water bottles. Mice were weighted through the duration of the experiment and euthanized at day 12. Mice were 10 weeks or older with a starting weigh of 20 g or higher.

### Ex vivo mouse cells

For BMDMs, bone marrow was differentiated into macrophages in DMEM containing 10% FBS (Sigma), 5% M-CSF conditioned medium or 50 ng ml^−1^ M-CSF (Biolegend) (results did not differ), 1% penicillin-streptomycin (Gibco), 1% glutamine (Invitrogen) 0.5% sodium pyruvate (Invitrogen) for 7–9 days prior to experimental use. Peritoneal macrophages were collected after 96 h thioglycallate treatment. Macrophages were washed, counted, plated in the medium described above, activated by TLR agonists and maintained in culture for 24–48 h.

### Reagents

Cells were treated with 50 ng ml^−1^ Pam3CSK4 (Invivogen tlrl-pms). CholPC (700123), Cer16:0 (860516**)**, Cer22:0 (860525), Cer24:0 (860524) or Cer24:1 (860525) (Avanti Lipids). All ceramides were used at a final concentration of 30 μM. Myriocin (Cayman Chemicals) was solubilized in DMSO. Working solution was generated by 1:1,000 dilution for a final working solution of 10 nM for the last 24 h of TLR activations.

#### Preparation of ceramide:cholPC

This method was adapted from ref. ^61^. Ceramides and cholPC were dissolved into 100% chloroform to 12.5 mM. Equal mixtures of ceramide and cholPC were mixed and dried under nitrogen. Lipids were rehydrated in PBS to 3.125 mM Cer:3.125 mM cholPC (or cholPC:blank), and sonicated at 55 °C for ~1 h until all precipitates were in solution. Lipid mixtures were added to cell cultures at 1:100 dilution for 31.25 μM final concentration for each ceramide species.

#### Preparation of 24% BSA

Six grams of fatty acid-free, endotoxin-low BSA (Sigma A8806**)** was gradually added to 17.5 ml 150 mM NaCl in a beaker at 37 °C while stirring. Once BSA was completely dissolved, pH was adjusted to 7.4 with 1 N NaOH (adding 1 M NaOH slowly in 20 μl increments, while stirring). This was repeated with incremental 10× NaOH dilutions slowly until the desired pH was achieved. Final volume was adjusted to 25 ml with 150 mM NaCl.

#### Preparation of BSA-conjugated free fatty acids

FFAs (Nucheck Prep) were dissolved 150 mM NaCl pH 7.4 to 25 mM final concentration (that is, 50 mg 18:1 was dissolved into 7 ml 150 mM NaCl plus 48 μl NaOH). Mixture was shaken vigorously, and heated at 65 °C until in solution. BSA solution (24%, ice cold) was finally combined with 25 mM oleic acid solution (room temp) in a 54:46 ratio to yield approximately 12.5 mM final concentration with pH 7.4. This was stored at −20 °C and mixed for 10 min at room temperature on a shaker before use.

#### Addition of FFAs into cell culture

FFAs were diluted into cell culture medium at 1:500 dilution for 25 μM final concentration. Free fatty acids were added 4 h post TLR stimulation.

#### Oral gavage of BSA–18:1

Mice (15–18 g, 5–6 weeks old) were gavaged for 14 days with 100 μl BSA alone or 6.25 μM BSA–18:1 (preparation described above, diluted 1:1 with PBS).

#### Inhibition of MUFA synthesis by SCDi

SCDi (Cay10566; Fisher NC0493687) was dissolved into DMSO to a final concentration of 10 μM. This solution was used immediately, only once, and did not undergo any freeze–thaw cycles (any freeze–thaw cycles killed the activity of this compound as measured by isotope tracer analysis). Working solution was generated by 1:1,000 dilution for a final working solution of 10 nM.

Cell viability was assessed with AOPI using the Nexcelom K2 cell counting system.

### ELISAs

Lipocalin (R&D), IL-6 (R&D) and IL-12b (Biolegend) ELISAs were preformed to manufacturer’s instructions.

### Ex vivo peritoneal macrophage collection

Wild-type and *Il10*-KO mice were treated with thioglycallate via intraperitoneal injection for 48 h, followed by intraperitoneal injection of 50 μg per mouse TLR2 ligand (Pam3CSK4) for an additional 48 h. Macrophages were collected by peritoneal lavage, counted, and prepared for mass spectrometry lipidomic analysis described below. A sample of ex vivo cells were assessed for purity by flow cytometry (97% myeloid for both wild-type and *Il10*-KO cells).

### Lipidomics analysis

Macrophages were cultured in 6-well dishes (Fisher 08-772-1B) and stimulated with TLR ligands as described above. Forty-eight hours after stimulation, cells were imaged for cell count as previously described^9^, scraped and spun down in PBS, and snap-frozen as cell pellets. A modified Bligh and Dyer extraction^62^ was carried out on samples. Prior to biphasic extraction, a 13 lipid subclass Lipidyzer Internal Standard Mix was added to each sample (AB Sciex, 5040156). In later experiments, internal standard mixture consisting of 70 lipid standards across 17 subclasses was added to each sample (AB Sciex 5040156, Avanti 330827, Avanti 330830, Avanti 330828 and Avanti 791642). In most recent experiments, a standard mixture of 75 lipid standards across 17 subclasses (Avanti 330820, Avanti 861809, Avanti 330729, Avanti 330727 and Avanti 791642) was added to each sample. Following 2 successive extractions, pooled organic layers were dried down in the Thermo SpeedVac SPD300DDA using ramp setting 4 at 35 °C for 45 min with a total run time of 90 min. Lipid samples were resuspended in 1:1 methanol:dichloromethane with 10 mM ammonium acetate and transferred to Robovials (Thermo 10800107) for analysis. Samples were analysed on the Sciex Lipidyzer Platform (Sciex 5500 with DMS and Shimadzu LC-30) for targeted quantitative measurement of 1100 lipid species across 13 subclasses. In later experiments, an expanded assay consisting of 1,400 targeted lipid species across 17 subclasses was used. Differential Mobility Device on Lipidyzer was tuned with SelexION tuning kit (Sciex 5040141) or EquiSPLASH LIPIDOMIX (Avanti 330731). Instrument settings, tuning settings, and multiuple reaction monitoring lists have been previously published^63^. Data analysis was performed on Lipidyzer software (v1.0). Later experiments were analysed with the Shotgun Lipidomics Assistant (SLA v1.3)^63^. Quantitative values were normalized to cell counts. PCA and heat maps were generated using guidelines described^64^.

### Detection of sphinganine

The detection and quantification of sphinganine were performed using an Agilent 6490 ESI-QQQ-MS/MS or an Agilent iFunnel 6550 quadrupole time of-flight (QTOF) mass spectrometer, fitted with an electrospray ionization (ESI) source (positive) coupled to an Agilent 1290 Infinity HPLC system. The target lipid was analysed utilizing a gradient program on a Phenomenex Kinetex 1.7 mm C18 100 Å (100 × 2.1 mm) (10% → 100% MeCN in water with 0.1% formic acid for 7 min, 0.3 ml min^−1^, column temperature: 50 °C). The detection with ESI-QQQ-MS/MS was conducted with the optimized collision energy at 20 V and facilitated by dynamic multiple reaction monitoring (MRM) mode with the mass transition *m/z* 302 → 284. The QTOF mass spectrometry detection was performed with the following source parameters: gas temperature 280 °C, drying gas 11 l min^−1^, nebulizer 40 psi, sheath gas temperature 350 °C, and sheath gas flow 11 l min^−1^.

For labelled sphinganine detection, cells were grown in serine-free medium (Teknova; serine-, glucose- and glycine-free) supplemented with 84 mg l^−1^ U^13^C^15^N-serine (Cambridge Isotope Laboratories 202407-34-9) for 48 h before lipid extraction and mass spec analysis as described above. Total and labelled (+3 Da) sphinganine was detected with Mass Hunter Software (Agilent) and normalized to a standard curve. Cold glucose and glycine were supplemented to normal DMEM levels of 4.5 g l^−1^ and 30 mg l^−1^, respectively.

### Isotope enrichment experiments

Day 8 differentiated BMDMs were transferred to complete medium containing 50% U^13^C-glucose with or without TLR stimulation for 48 h before collection. See ref. ^9^ for further details. Analysis of labelled fatty acids and cholesterol was performed as described^65^. The relative contributions of synthesis to the total cholesterol pool over the 48 h labelling period were determined by fitting the isotopologue distributions for cholesterol in a model similar to isotopomer spectral analysis as described^65^.

### Gene expression analysis

RNA was extracted from all cells with Trizol using manufacturer’s protocols. cDNA was synthesized with Applied Biosystems High Capacity cDNA Synthesis Kit as per manufacturer’s instructions (700 ng μl^−1^ RNA per cDNA synthesis reaction). qPCR was conducted on the BioRad qPCR machine using SYBR Green Master Mix (BioRad) and 0.5 μmol l^−1^ primers. Relative expression values are normalized to control gene (rRNA 36B4) and expressed in terms of linear relative mRNA values. Primer sequences are available upon request.

### Western blot antibodies

Murine REL (Santa Cruz SC-71) (dilution 1:1,000); RELA (Cell Signaling 8242) (dilution 1:1,000); TBP (Cell Signaling) (dilution 1:10,000); β-tubulin (Cell Signaling) (dilution 1:500); Iκβα (Cell Signaling) (dilution 1:1,000).

### Nuclear extract preparation

Two million BMDMs or peritoneal macrophages were incubated with ALLN at 37 °C for 15 min before collection. Cells were washed with PBS + ALLN, then transferred to Eppendorf tubes. Cells were incubated in 450 μl hypotonic buffer A (10 mM Hepes pH 7.9, 10 mM KCl, 0.1 mM EGTA, 0.1 mM EDTA + protease inhibitors) for 15 min on ice, then 20 μl of 10% NP-40 was added and cells for vortexed for 10 s to lyse the plasma membrane. Nuclei were collected by centrifugation (12,000*g*) for 5 min, and resuspended in 100 μl hypertonic buffer (20 mM Hepes pH 7.9, 420 mM NaCl, 1.5 mM MgCl2, 0.2 mM EDTA, 25% glycerol+ protease inhibitors). After thorough mixing, nuclei were incubated at 4 deg C on a rotator for 1 h. Samples were quickly vortexed, spun down at 12,000*g* for 5 min to separate the nuclear pellet. Nuclear extracts were collected and immediately frozen on dry ice or mixed with loading buffer, boiled for 10 min and run on an SDS–PAGE for immunoblot analysis.

### Immunoblots

Samples were normalized by cell number (Nexcelom K2 cell counting system) and lysed directly into 2× Laemmli loading buffer. Protein extracts were separated on gradient 4% to 12% Bis–Tris SDS–PAGE gel (Invitrogen) and then transferred to a nitrocellulose membrane (Amersham). After blocking for 1 h in a TBS containing 0.1% Tween 20 (TBST) and 5% nonfat milk, the membrane was probed with indicated antibodies diluted into TBST with 5% milk overnight. Membranes were washed 4× with TBST, followed by a 30-min room temperature incubation with secondary antibodies conjugated to horseradish peroxidase diluted in TBST plus 5% milk. Membranes were washed as before and then developed using Pierce ECL2 detection kit and imaged with Typhoon.

### Faecal lipocalin preparation

Faeces of each mouse were collected, weighed and dissolved in PBS plus 0.1% Tween. Faecal pellets were disrupted using a tube shaker for 5 min at full speed. Samples were spun down and the resulting supernatants were diluted 1:10 and utilized for lipocalin ELISAs.

### Isolation of immune cells from the colon lamina propria

Colons were collected, flushed with 10 ml PBS, and split lengthwise, and rinsed again in PBS. The epithelial fraction was removed with two 10 ml washes of epi wash buffer (1× HBSS, 5 mM EDTA, 1 mM DTT) at 37 °C for 20 min while shaking at 220 rpm. Colons were removed from epi wash buffer, washed in PBS and finely minced with a razor blade. Minced tissue was transfer into 5 ml digestion buffer (1× DMEM, 5% FBS, 1 mg ml^−1^ collagenase D, 0.5 mg ml^−1^ DNAase) and incubated at 37 °C for 60 min while shaking at 220 rpm. After digestion, samples were strained though at 70-μm filter and washed twice with 20 ml 1× DMEM + 5% FBS. Cells were then divided into five groups for different staining panels. Cells were stained with antibodies (1:400 dilution) and fixable viability dye (1:1,000 dilution) at 4 °C for 30 min in FACS buffer (2% FBS in PBS), washed twice, and run immediately on an LSR2 or fixed (BD Cytofix/CytoPerm 554722) for intracellular staining with cytokine antibodies (1:100 dilution). AccuCheck cell counting beads (Invitrogen PCB100) were utilized for cell number quantification. All flow cytometry data was collected on BD LSR2s with FACSDiva 7 software. Flow cytometry data were analysed with FlowJo (v9 to v10.6.1).

### Flow cytometry antibodies

From Biolegend: PerCPCy5.5-Cd45.2 (Clone 104), 109828; AF700-Cd45.2 (Clone 104), 109822; BV421 CD45.1 (clone A20), 110731; BV711 Cd11b (Clone M1/70), 101242 APC CD11c (Clone N418), 117310; AF700 MHCII (I-A/I-E, clone M5/114.15.2), 107628; PE CD64 (clone X54-5/7.1), 139303; APC Cy7 Epcam (clone G8.8), 118218; AF488 Ly6G (clone 1A8), 127262; BV605 Ly6C (clone HK1.4), 128036; BV711 TCRβ (clone H57-597), 109243; BV605 CD4 (clone RM4-5), 100548; PE IFNγ (clone XMG1.2), 505808; and FITC CD19 (clone 6D5) 115506. From BD Pharmagen: APC IL-17A (clone TC11-18H10), 560184. BD Horizon: Fixable Viability Dye BV510 (BD 564406). For gating, see Supplementary Figs. 1 and 2.

### scRNA-seq sample preparation

Isolated cells from the colons were sorted for CD45^+^CD11b^+^CD11c^+^CD64^+^ cells to exclude neutrophils, T cells and B cells. Cells were further prepared using the 10X Single Cell comptroller per manufacturer’s instructions. scRNA-seq libraries were generated using the Chromium Next GEM Single Cell 3′ v3.1 Library & Gel Bead Kit (10X Genomics) according to the manufacturer’s protocol. In brief, emulsions were generated using the 10X Chromium Controller (10X Genomics) for a targeted recover 10,000 cells. Barcoded cDNAs were isolated from the emulsion and amplified by PCR (11 cycles). The cDNAs underwent fragmentation, end repair, and A-tailing before addition of sample indexes by PCR (16 cycles). Library products were sequenced with NovaSeq 6000.

### scRNA-seq data analysis

Cellranger v6.0.1 was used to align scRNA-seq samples to the mouse genome (mm10). Data analysis was performed using Seurat v4.3.0 R package^66^, including cell-type identification and comparative analyses between conditions. In the step of quality control, poor-quality cells with the number of expressed genes <300 or >5,000 were filtered out. We also excluded cells if their mitochondrial gene percentages were over 10%. After combining cells from all samples, we first normalized the raw count matrix and then defined the 2,000 top variable genes. We then applied PCA for dimensionality reduction and retained 30 leading principal components for cell clustering. Specifically, the shared nearest neighbour graph was constructed by calculating the Jaccard index between each cell and its 20 nearest neighbours, which was then used for cell clustering based on Louvain algorithm (with a resolution of 0.3). After identifying cluster-specific genes, we annotated cell types based on canonical marker genes (*Lyz2* for macrophages) and focused on macrophage populations in the downstream analyses. To test the differential expression of inflammatory genes between *Il10rb*-KO and *Il10rb*/*Cers2*-DKOs, we first applied ALRA^67^ to impute the gene expression profiles and then used the non-parametric Wilcoxon rank sum test to obtain their *P* values. Data are available at NCBI Gene Expression Omnibus (GEO) accession GSE252548.

### RNA-seq sample preparation

RNA was prepared with a Trizol/Qiagen RNeasy Kit hybrid protocol and submitted to Yale Center for Genome Analysis for RNA Library prep (poly A selection) and NovaSeq sequencing.

### RNA-seq data analysis

Adapter sequences were removed from the raw sequencing reads using the tool Cutadapt (https://journal.embnet.org/index.php/embnetjournal/article/view/200). STAR^68^ v2.5.3 was then used to align the trimmed sequencing reads to the mouse genome (mm10) with default parameters. After sorting the generated SAM files (as the output of alignment) with Picard Toolkit (https://broadinstitute.github.io/picard/; Broad Institute), we counted the number of reads mapped to each gene using HTSeq^69^ v0.6.1. Subsequently, we employed DESeq2^70^ v1.26.0 R package to identify significantly differential genes between naive and TLR2-activated (24 h) wild-type and *Il10*-KO BMDMs. 

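Between activated libraries labelled Il10-KO and activated wild type, 173 of 12650 genes had an adjusted p-value under 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 116 higher and 57 lower in the libraries labelled Il10-KO. An unadjusted p-value under 0.05 was found for 1342 genes. Leaving out replicate 1 of naive Il10-KO, an alternative chosen after seeing the data, moved the number past the adjusted threshold most, from 173 to 1250 genes. DESeq2, the tool named in the paper, gave 416 genes in activated BMDMs, of which 172 were among the 173. In naive BMDMs 3 genes passed and 526 had an unadjusted p-value under 0.05. With same-numbered samples as a block (correlation -0.106 in activated and -0.160 in naive BMDMs), 119 genes passed in activated BMDMs, 83 higher and 36 lower, and 2 in naive BMDMs. Crossed pairs gave 83 genes in activated BMDMs, 61 higher and 22 lower, and 2 in naive BMDMs.

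On activation, 5563 genes passed in wild type, 2806 higher and 2757 lower, and 6287 in libraries labelled Il10-KO, 3162 higher and 3125 lower. This balance depends on the normalization, since the upper quartile method gave 2447 higher and 3024 lower in wild type and 2774 higher and 3520 lower in libraries labelled Il10-KO. Of the 4934 genes that passed in both, 4928 changed in the same direction. The response to activation differed between genotypes for 1 gene, Il10, with an interaction of -2.97 on the log2 scale (standard error 0.21, adjusted p = 0.00355 from edgeR's test), and 920 genes had an unadjusted p-value under 0.05.

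Of the 6 inflammatory genes that the paper measured, all had more reads in activated libraries labelled Il10-KO than in activated wild type and 5 passed the threshold. The log2 fold change was 2.30 for Il12b (standard error 0.26, adjusted p = 0.0182 from edgeR's test), 1.75 for Il6 (standard error 0.24, adjusted p = 0.0176), 1.71 for Cxcl1 (standard error 0.21, adjusted p = 0.0173), 1.59 for Cxcl2 (standard error 0.16, adjusted p = 0.00775) and 1.41 for Il1b (standard error 0.16, adjusted p = 0.0126). Il12a, at 7 and 32 counts in activated wild type, had a log2 fold change of 1.90 (standard error 0.54, adjusted p = 0.179 from edgeR's test). With same-numbered pairs the adjusted p of those 5 genes lay between 0.00310 and 0.0193, and with crossed pairs between 0.0214 and 0.0473, from edgeR's test. Of the 50-base stretches of Cxcl2, 5.35% are shared with Cxcl3.

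Of the genes with a mean of at least 1 CPM and no overlap between genotypes, those that were higher by the most in activated libraries labelled Il10-KO besides Il12b were Chil1, Ctse, Inhba and Adamts4. Chil1 (chromosome 1 from 134182176 to 134190181) had 350 and 403 counts there and 0 and 1 in activated wild type, so it was at least 127-fold higher. Ctse (chromosome 1 from 131638306 to 131675505) had a log2 fold change of 4.34 in activated BMDMs (standard error 0.32, adjusted p = 0.00259 from edgeR's test) and of 4.89 in naive BMDMs (standard error 0.22, adjusted p = 8.8e-05). Inhba had one of 2.49 (standard error 0.33, adjusted p = 0.0173 from edgeR's test) and Adamts4 one of 2.18 (standard error 0.36, adjusted p = 0.0301). Among those lower by the most were Nxpe5 at -1.66, Depdc1b at -1.19, Saa3 at -1.14 and Ndrg1 at -1.12, with adjusted p-values from edgeR's test between 0.00401 and 0.0403. With the block, the adjusted p from edgeR's test rose to 0.0635 for Depdc1b. With crossed pairs it was 0.0532 for Depdc1b and 0.0551 for Adamts4. The third gene that passed in naive BMDMs beside Ctse and Il10 was Fmn2 (chromosome 1 from 174501825 to 174822729), named after its values were seen, with 71 and 67 counts in naive and 26 and 23 in activated wild type and 0 in all 4 libraries labelled Il10-KO, at least 18.9-fold lower in naive and 8.03-fold lower in activated BMDMs. Its adjusted p from edgeR's test was 0.0391 in naive BMDMs, but 0.0922 with the block and 0.171 with crossed pairs. In activated BMDMs it was 0.0182, and 0.0262 and 0.0473 with the 2 pairings, from edgeR's test.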

Data are available at NCBI GEO accession GSE252547.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41586-024-07098-5.

### Supplementary information

Supplementary Information

Reporting Summary

### Source data

Source Data Fig. 1

Source Data Fig. 2

Source Data Fig. 3

Source Data Fig. 4

Source Data Extended Data Fig. 1

Source Data Extended Data Fig. 2

Source Data Extended Data Fig. 3

Source Data Extended Data Fig. 4

Source Data Extended Data Fig. 5

Source Data Extended Data Fig. 6

Source Data Extended Data Fig. 7

Source Data Extended Data Fig. 8

Source Data Extended Data Fig. 9

## Data Availability

The datasets generated during the current study are available at NCBI GEO with accession numbers: GSE252548 (scRNA-seq) and GSE252547 (bulk RNA-seq). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

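RNA-seq was performed on BMDMs from wild-type and Il10-KO mice, naive or activated for 24 h with Pam3CysK4 at 50 ng/ml, with 2 samples in each of 4 groups. The labels give 8 days of differentiation. For M-CSF the paper gives either 5% conditioned medium or 50 ng/ml, without saying which was used for these samples, and the labels give 0.05 ng/ml. The authors selected poly(A) RNA, trimmed reads with Cutadapt, aligned them to mm10 with STAR 2.5.3, sorted the alignments with Picard and counted reads on genes with HTSeq 0.6.1. The deposited table of counts holds whole read counts for 31017 gene symbols in each of the 8 samples, with no normalization. The authors also deposited 2 tables of comparisons made with DESeq2 1.26.0, between genotypes in naive and in activated BMDMs. These deposited tables give a mean normalized level over the samples, a log2 fold change with its standard error, the Wald statistic (a score), a p-value and an adjusted p-value. Their log2 fold changes had the sign of wild type over Il10-KO for 98.2% of 11157 genes compared with the counts, so signs were turned where they are quoted as the paper's. The paper's text does not state the annotation release, the strand setting, the HTSeq mode or the DESeq2 settings.

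Samples were grouped by the genotype and activation given in their labels. Gene symbols were matched to GENCODE release M21 on mm10, and 30464 symbols (98.2%) matched, 48 of them to more than 1 gene identifier. Positions, exon overlaps and 50-base stretches shared between genes were taken from that annotation, which may not be the release used by the authors.

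Counts were normalized with TMM and tested with edgeR 4.0.16 in R 4.3.3. Genes were kept with filterByExpr at its minimum count of 10 on the 4 groups, which left 12650 genes. One model with a coefficient per group was fitted to all 8 samples with robust quasi-likelihood dispersion, because 2 samples per group give little information on the spread. The comparisons were between genotypes in naive and activated BMDMs, between activated and naive BMDMs in each genotype, and the interaction of genotype with activation. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, with a threshold of 0.05. CPM values used TMM-normalized library sizes, and log2 CPM values added a prior count of 2. Gene lists were tested with camera in limma 3.58.1 at an inter-gene correlation of 0.01, and with the ranked form of camera on DESeq2 statistics. That correlation was fixed and not estimated from these samples, so p-values are too small for lists whose genes vary more closely together. These p-values were adjusted by the Benjamini-Hochberg method over the 10 lists in each comparison, or over the 2 lists written after the data were seen. An exact permutation test of 2 samples against 2 cannot give a two-sided p under 0.333, so the tests between groups rest on the models, which share their estimate of the spread across genes. Confidence intervals are at 95%.

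The genes named were chosen by a fixed rule. It took the genes that the paper names beside these samples or whose mRNA it measures, with Il10 first, and sphingolipid genes past the threshold with the largest changes, at most 5 in each direction. It also took, between genotypes, the 5 genes in each direction with the largest change among those past the threshold, with a mean of at least 1 CPM and no overlap between the groups. Genes of sterol and fatty acid synthesis past the threshold, and genes within 10 Mb of Il10 past the threshold, completed it, at most 5 each. Genes named outside the rule are said to be chosen after their values were seen. Reads of Il10 itself were left out of the test for genes near Il10, a choice made after seeing the data.

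The steps were tested on 3 simulated datasets with 200 changed genes each, among 12479 to 12509 genes tested. The edgeR steps recovered 87.3% to 96.7% of the genes changed 2-fold and 99.0% to 100% of those changed 4-fold, with 5.37% to 7.35% of the calls false. DESeq2 1.42.0 recovered 86.3% to 96.7% and 98.0% to 100%, with 8.07% to 12.4% of the calls false. For a simulated list of 30 genes shifted by -0.5 on the log2 scale the largest camera p was 9.3e-20, and for an unshifted list the smallest was 0.283. Genes were simulated independently of each other, so these values do not cover lists whose genes vary together.

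Between 17922388 and 24324930 reads were counted per sample, and 3 counts, the smallest number taken as different from 0, stood for 0.110 to 0.166 CPM. A fold change against a group in which every library was at or under 3 counts is given as a lower bound. The 10 genes with most reads took 6.22% to 8.61% of the counts in naive and 11.0% to 11.7% in activated samples. With 2 samples per group, groups are too small for a test of outliers or of other splits of the samples.

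The alternatives set before the data were examined were DESeq2 with its own size factors, RLE and upper quartile normalization in edgeR, no filter on low counts, at least 10 counts in every sample, a model of only the 2 groups compared, the replicate number as a block, an adjusted p-value under 0.1, an absolute log2 fold change of at least 1, windows of 5 and 20 Mb around Il10, counts per kilobase, and leaving out each replicate of the groups compared. The pairing of samples comes only from the replicate numbers that the labels share, and nothing in the paper ties samples of the same number together. Crossed pairs, a fit without mitochondrial genes, leaving out replicates of groups outside the comparison and counting Il10 itself were added after seeing the data. The lipidomics, qPCR and in vivo measurements of the paper are not analysed here, apart from the qPCR values of Scd2 and the counts of the ceramide synthase genes that the paper's source data list.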

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

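The 2 tests of genes flanking Il10 in naive BMDMs and of sterol genes were set before the counts were examined; the other tests below were chosen only after the result they address was seen. Samples are named by their genotype labels, and every direction between genotypes rests on those labels.

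The response of Il10 reads to activation differed between genotypes, with an interaction of -2.97 on the log2 scale, and between -3.11 and -2.84 with each sample left out in turn. Reads rose on activation in wild type and fell in libraries labelled Il10-KO, because naive libraries labelled Il10-KO already had more Il10 reads than naive wild type. Genotype labels swapped in the naive libraries alone would have reversed the differences that the naive and activated libraries share, but Ctse was higher under the same label in both states, by a log2 fold change of 4.89 in naive BMDMs. Labels swapped in both states would leave this as it is, but would reverse the Scd2 difference in activated BMDMs, for which the paper's qPCR gives -0.56 and the counts -0.49. That speaks against such a swap only if the qPCR samples were labelled separately, which is not known. It would also reverse the 6 inflammatory genes, all higher in activated libraries labelled Il10-KO, which is the direction that the paper reports for inflammatory genes when IL-10R is blocked and no Il10 label enters, so a swap in both states may be set aside for the activated libraries. Leaving out replicate 2 of naive Il10-KO, the library set apart from the others, left the Il10 difference at 2.83. The share of Il10 exon bases that overlap another gene and the share of its 50-base stretches found elsewhere add up to 0%. Activated cells mixed into the naive libraries would have raised Il1b, which had 13896 and 17689 counts in activated libraries labelled Il10-KO. It had 4 and 2 counts in naive libraries labelled Il10-KO and 6 and 4 in naive wild type. Its naive log2 fold change of -0.49 is imprecise at such counts (standard error 0.74), so the argument rests on the near absence of Il1b reads. The remaining candidate explanations are a transcript of the targeted allele that is still counted on the gene, or a biological rise in Il10 transcription without the IL-10 protein. The counts are per gene, so the structure of the allele was not tested and these could not be told apart.

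The 6 inflammatory genes had a median interaction of genotype with activation of 1.85 on the log2 scale, with few naive reads in all of them but Cxcl2. Il12b had 0 counts in all 4 naive samples and Il6 and Il12a at most 1, so the value for the list largely restates the activated difference. Cxcl2 was the only gene of the list with more than 3 counts in every naive sample, and its interaction of 1.73 had an unadjusted p of 1.3e-04 (adjusted p = 0.136 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so low naive counts do not account for the pattern in that gene. A stronger response of Cxcl2 in activated libraries labelled Il10-KO may be biological, as a hypothesis for that gene, whose interaction did not pass after adjustment. For Il12b, Il6, Il12a and Cxcl1 it cannot be told apart from the lack of naive reads. Il1b had 6 and 4 counts in naive wild type and 4 and 2 in naive libraries labelled Il10-KO. Its interaction was 1.90 (standard error 0.77, unadjusted p = 0.0363, adjusted p = 0.630 from edgeR's test), and its few naive reads leave the question open.

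A list of 30 interferon-stimulated genes and a list of 30 cell division genes, written after the genes past the threshold had been seen, also responded differently to activation between genotypes. The median interaction was 0.90 for the interferon-stimulated genes (adjusted p = 7.2e-24 from limma's camera with Benjamini-Hochberg adjustment over the 2 lists, above 0 for 29 of 29 genes tested) and -0.57 for the cell division genes (adjusted p = 1.8e-19 from limma's camera, below 0 for 30 of 30). In activated BMDMs the interferon-stimulated genes were higher in libraries labelled Il10-KO, with a median log2 fold change of 0.67 and an adjusted p from limma's camera of 2.7e-22, the same as the unadjusted value (3.7e-21 with the replicate block and 2.4e-23 with crossed pairs). The cell division genes were lower there, with a median of -0.57 and an adjusted p from limma's camera of 2.5e-23 (5.8e-22 with the replicate block and 9.9e-23 with crossed pairs), where the unadjusted value was 1.3e-23. In naive BMDMs the interferon-stimulated genes had a median of -0.24 (adjusted p = 1.0e-05 from limma's camera, 2.8e-05 with the replicate block and 3.8e-06 with crossed pairs) and the cell division genes one of 0.05 (adjusted p = 0.196 from limma's camera, 0.241 and 0.145). The medians in activated BMDMs left after a trend on GC content and gene length were 0.68 and -0.57, so that trend was too small to move them and the test says little. With upper quartile normalization they were 0.64 and -0.60. The medians closest to 0 with one activated sample left out were 0.65 and -0.45. Camera took the correlation between genes as 0.01. Genes of such lists can vary together, and its p-values may then be far too small. No gene of either list passed singly for the interaction. Since the lists were tested on the data that prompted them, a stronger interferon response and less cell division in activated libraries labelled Il10-KO are hypotheses that leaving out samples and changing the normalization leave standing. Whether the share of dividing cells or the expression per cell differed was not tested.

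The paper does not discuss Chil1, Ctse, Inhba, Adamts4, Acsl1 or Cxcr4, which were higher in libraries labelled Il10-KO. Chil1 was at least 127-fold higher in activated BMDMs. The log2 fold change in activated BMDMs was 4.34 for Ctse, 2.49 for Inhba, 2.18 for Adamts4, 1.92 for Cxcr4 and 0.64 for Acsl1, each higher in both libraries labelled Il10-KO than in both wild-type libraries. In naive BMDMs it was 4.89 for Ctse. Removing a trend on GC content and gene length left at least 94.6% of each of these differences. For most of them that trend was too small to move the value, so this says little beyond a trend of that kind. At most 0.33% of their 50-base stretches occur in another gene, but exons on the opposite strand overlap 9.91% of the exon bases of Acsl1 and 3.56% of those of Adamts4, and whether reads were counted by strand is not known. Leaving out one sample kept at least 79.5% of each log2 fold change. The genotype of the cells is one hypothesis for these differences, since none of these tests accounts for most of a difference, but other technical causes were not tested.

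Chil1, Ctse and Cxcr4 lie within 10 Mb of Il10 on chromosome 1, and for them the genotype covers both the loss of Il10 and the sequence around it. Of the 2 genes other than Il10 that passed in naive BMDMs, 1 (Ctse) lay within 10 Mb of Il10, where 95 of 12543 genes with a position lie (one-sided Fisher's exact test, p = 0.0151). With DESeq2, set as an alternative before the counts were examined, 4 of 5 genes did, Atp2b4, Ctse, Cxcr4 and Rab7b (one-sided Fisher's exact test, p = 1.5e-08). In activated BMDMs 8 of 171 genes did (one-sided Fisher's exact test, p = 4.5e-05), among them Rab7b at -0.95 and Mcm6 at -0.93. If flanking sequence were the cause, the 8 genes were expected to differ in the same direction in naive BMDMs, and the number set for this was at least 6. Only 5 of the 8 did at an unadjusted p under 0.05, so that test was not met. Mcm6 and Zranb3 did not differ in naive BMDMs, and Lad1 could not be measured there. After this number was seen, the 8 genes were compared with the other 165 genes past the threshold, of which 7 differed in the same direction in naive BMDMs (two-sided Fisher's exact test, p = 3.3e-05). Some of the 165 had too few naive reads to show a naive difference. Among genes with more than 3 counts in both libraries of at least 1 naive group, a restriction chosen after the values were seen, it was 5 of 7 against 7 of 145 (two-sided Fisher's exact test, p = 2.4e-05). Sequence of another strain carried along with the targeted allele is therefore a candidate explanation for some genes near Il10, Ctse among them, but it was not met for all of them and the reads were not examined for variants. Inhba and Acsl1 lie on chromosomes 13 and 8, where this explanation was not raised. Adamts4 lies outside that window but on chromosome 1, from 171250421 to 171260637. Fmn2, the other gene that passed in naive BMDMs, also lies on chromosome 1 outside the window. The 4 genes that pass in the authors' deposited naive comparison, Ctse, Cxcr4, Fmn2 and Il10, all lie on that chromosome. Whether carried-along sequence reaches beyond 10 Mb was not tested, so it stays open for Adamts4 and Fmn2.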

How the results depend on the processing

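With DESeq2 in place of edgeR, 416 genes passed between genotypes in activated BMDMs (53.1% of them higher, against 67.1% of the 173), 6 in naive BMDMs and 127 for the interaction, against 3 and 1. Without a filter on low counts the numbers were 503, 11 and 183. With at least 10 counts in every sample, 98 genes passed in activated and 1 in naive BMDMs, and with only the 2 groups compared, 886 (168 of them among the 173) and 0. That 0 stands beside 526 genes with an unadjusted p-value under 0.05 in the fit to all groups. At an adjusted p-value under 0.1, 328 genes passed in activated BMDMs and 7 for the interaction. With an absolute log2 fold change of at least 1, 70 genes passed in activated BMDMs, 2483 on activation in wild type and 2969 on activation in libraries labelled Il10-KO. With upper quartile normalization 57.3% of 192 genes were higher in activated BMDMs, and the median of all genes moved by less than 0.1 on the log2 scale in each comparison.

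With the replicate number as a block, 119 genes passed in activated BMDMs, of which 114 were among the 173, 2 in naive BMDMs and 2 for the interaction. On activation, where deviations of same-numbered samples correlated at 0.0208 in wild type and 0.0762 in libraries labelled Il10-KO, the block gave 5420 and 6141 genes. Crossed pairs, chosen after seeing the data, gave 83 genes in activated BMDMs. Leaving out a replicate of a group outside the comparison, also chosen after seeing the data, gave from 57 to 1250 genes in activated BMDMs, with the low numbers when naive wild-type samples were left out and the high ones when naive Il10-KO samples were. These samples are not in the groups compared and enter only through what the fit shares across samples, such as the estimate of the spread. The filter on low counts and the normalization are shared too, and these were not tested apart from each other. RLE and upper quartile normalization of all samples gave 183 and 192 genes, so the choice of normalization moved the number little. Replicates of naive Il10-KO differed most (SD of the log2 difference 0.420) and those of naive wild type least (0.0886). The direction of these changes goes with the shared estimate of the spread, but a part for the filter was not excluded.

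Of the 50 sphingolipid genes, the number past the threshold between genotypes in activated BMDMs was 2 with DESeq2, 2 without a filter, 4 with only the 2 groups compared, and 0 with upper quartile normalization, with at least 10 counts in every sample, with the replicate block, with crossed pairs and with a log2 fold change of at least 1. It ran from 0 to 9 when replicates of the naive groups were left out. Beside these numbers, 8 genes had an unadjusted p-value under 0.05. In naive BMDMs the number was 0 in each alternative run, with 0 genes at an unadjusted p-value under 0.05. On activation, 2 genes in wild type and 7 in libraries labelled Il10-KO passed with a log2 fold change of at least 1, and the other alternatives stayed within 1.5 times the numbers found. The cause was not tested for any of these changes.

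The Scd2 difference in activated BMDMs kept its direction in every alternative run. It passed the threshold with DESeq2 (-0.49), without a filter (-0.49) and with only the 2 groups compared (-0.49), and with either replicate of naive Il10-KO left out, chosen after seeing the data. Its adjusted p from edgeR's quasi-likelihood test or DESeq2's Wald test with Benjamini-Hochberg adjustment ran from 0.0021 to 0.222 over all alternatives. Leaving out replicates gave log2 fold changes from -0.60 to -0.37 in activated BMDMs, from 2.48 to 2.71 on activation in wild type, and interactions from -0.12 to 0.10. Without mitochondrial genes, a fit chosen after seeing the data, the interaction was 0.0051 in place of -0.013.

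The sterol synthesis genes (median log2 fold change -0.17, adjusted p = 2.7e-04 from limma's camera with Benjamini-Hochberg adjustment over 10 lists) stayed lower in activated libraries labelled Il10-KO in each alternative, and their rise on activation in wild type lay between 0.84 and 0.91 with replicates left out. The fatty acid synthesis genes had a median of -0.17 in activated BMDMs with an adjusted p of 0.249 from limma's camera (unadjusted 0.124). With DESeq2 (-0.17) and at least 10 counts in every sample (-0.17) the unadjusted value fell below 0.05, to 0.0500 and 0.0468, and the adjusted p from limma's camera was 0.100 and 0.0935. Their median on activation in libraries labelled Il10-KO was 0.055, and -0.021 with upper quartile normalization; leaving out replicates moved it from -0.056 to 0.31, and the median in wild type from 0.30 to 0.45. The number of genes near Il10 that passed in naive BMDMs was 4 with DESeq2 and 2 with Il10 itself counted, and 8 in activated BMDMs, against 1. The ratio of the ceramide synthases was 41.6 per kilobase of merged exons, and other scalings cannot move a ratio within a sample.

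Scd2 is not part of the following count, which covers DESeq2, RLE and upper quartile normalization, the replicate block and crossed pairs, and not the fits without a filter or with only the 2 groups compared. Of 551 values for 123 results on other single genes, 534 kept their direction and their side of the threshold, 13 no longer passed, 1 newly passed and 3 changed sign. The 3 were Cers5 on activation in libraries labelled Il10-KO with upper quartile normalization (-0.033) and Il12b in naive BMDMs, with no naive reads, with the replicate block (0.033) and crossed pairs (0.016). For genes with reads a block could hardly change a direction, since each group holds both replicate numbers, so those fits test mainly the threshold. With replicates left out, 380 of 496 values moved by less than the spread between replicates and 116 by more. With 2 samples per group, leaving out one leaves no spread in its group, so no test was made in those fits unless the sample lay outside the comparison.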

Differences from the paper's values

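The paper's qPCR of Scd2 in Fig. 3a (24 h, n = 3, SD from its source data) gives a log2 difference between naive Il10-KO and naive wild type of -0.22, against -0.47 from the counts. Under the alternatives set before the data were examined, the value stayed between -0.51 and -0.44. That range reflects processing choices and not sampling error. The confidence interval of the counts ran from -0.728 to -0.219 and just includes the qPCR value of -0.222. A difference between qPCR and counts in naive BMDMs is therefore not established. For activation in wild type, the paper's qPCR gives 2.93 against 2.60 from the counts. The alternatives set before the data were examined stayed between 2.48 and 2.71, so none closed the gap. The confidence interval of the counts ran from 2.33 to 2.87, below the qPCR value, but it does not include the error of the qPCR.

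The paper states that Scd2 expression was significantly lower in Il10-KO BMDMs. In the counts of activated BMDMs the log2 fold change was -0.49, with an adjusted p of 0.0840 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, which is not past 0.05. Of the alternatives set before the data were examined, 3 put it past the threshold: DESeq2, the tool the paper's methods name (adjusted p = 0.00870 from DESeq2's Wald test with Benjamini-Hochberg adjustment), no filter on low counts (adjusted p = 0.00833 from edgeR's test) and a model of only the 2 groups compared (adjusted p = 0.0374 from edgeR's test). At the looser threshold of 0.1, also set before the data were examined, the edgeR value passes. Leaving out replicate 1 or replicate 2 of naive Il10-KO, chosen after seeing the values, also did (adjusted p = 0.00211 and 0.00969 from edgeR's test). The other alternatives gave adjusted p-values between 0.0733 and 0.222. The paper's value in the authors' deposited comparison is -0.48 with an adjusted p of 5.9e-04. In naive BMDMs no alternative put Scd2 past 0.05.

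The paper states that sphingolipid gene mRNA did not differ across genotype or activation status. Between genotypes, 1 of 50 genes passed in activated BMDMs, Smpdl3b, with a log2 fold change of 0.52 and an adjusted p of 0.0494 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In the authors' deposited comparison its adjusted p is 0.0531, and 0 sphingolipid genes pass there. With edgeR, 0 genes passed with upper quartile normalization, at least 10 counts in every sample, the replicate block, or a log2 fold change of at least 1, all set before the data were examined, and 0 with crossed pairs or with either naive wild-type sample left out, chosen after seeing the values. Other alternatives gave more, with 2 genes for DESeq2, 2 without a filter and 4 with only the 2 groups compared, all set before the data were examined, and 9 with replicate 1 of naive Il10-KO left out, chosen after seeing the values. The fits with 0 genes stand beside 8 genes with an unadjusted p-value under 0.05 in the fit reported. As a set, the 10 sphingomyelin genes tested were higher in activated libraries labelled Il10-KO (adjusted p = 0.00959 from limma's camera with Benjamini-Hochberg adjustment over 10 lists), and the alternatives run for the list gave adjusted p-values from limma's camera between 0.00612 and 0.0157. On activation, 24 genes passed in wild type and 31 in libraries labelled Il10-KO, and each alternative left at least 2 and 7.

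In the authors' deposited comparisons 299 genes pass in activated BMDMs and 4 in naive BMDMs, of which 137 and 3 are among the 173 and 3 found here.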

Other observations

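The test of the sterol synthesis genes around Scd2 was set before the counts were examined, as was that of the fatty acid synthesis genes. The list of LXR targets was among the 10 lists fixed in the design. The other tests below were chosen only after the result was seen.

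The lower Scd2 reads in activated libraries labelled Il10-KO were set beside several explanations. A wider change in lipid synthesis genes was tested on lists. The 25 sterol synthesis genes tested had a median log2 fold change of -0.17, with 24 of 25 lower (adjusted p = 2.7e-04 from limma's camera with Benjamini-Hochberg adjustment over 10 lists, unadjusted 5.4e-05, and adjusted 3.3e-04 with the replicate block and 4.9e-04 with crossed pairs). In naive BMDMs their median was -0.17 too, with 18 of 25 lower (adjusted p = 0.00380 from limma's camera, 0.00556 with the replicate block and 0.00800 with crossed pairs). The difference between the 2 states was not past 0.05 (adjusted p = 0.682 from limma's camera for the interaction). The 19 fatty acid synthesis genes had a median of -0.17 in activated BMDMs, with 13 of 19 lower (adjusted p = 0.249 from limma's camera, unadjusted 0.124, and adjusted 0.236 with the replicate block and 0.275 with crossed pairs), so the part of the test set for them was not met. A smaller rise of Scd2 on activation would show as an interaction, which had an unadjusted p of 0.934 (adjusted p = 0.995 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). After a trend on GC content and gene length was removed, the log2 fold change of Scd2 was -0.46, so that trend was too small to move it much and the test says little about other technical causes. Of its 50-base stretches, 4.01% are shared with other genes, too few to account for the difference. The list of 8 targets of the transcription factor LXR did not pass in either state. Its median was 0.06 in activated BMDMs, with 5 of 8 higher (adjusted p = 0.864 from limma's camera). In naive BMDMs it was -0.08, with 7 of 8 lower (adjusted p = 0.412 from limma's camera). One candidate explanation, from the sterol synthesis list alone, is a lower level of its genes and Scd2 in libraries labelled Il10-KO in both states. It is a hypothesis on 2 samples per group and was not found for the LXR targets. The p-values of the list also rest on the inter-gene correlation of 0.01 that camera was given.

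Replicate 2 of naive Il10-KO stood apart from replicate 1. The SD of the log2 difference between them was 0.420, against at most 0.190 in the other groups. Without mitochondrial genes the SD was 0.415, but so few of the 7325 genes are mitochondrial that leaving them out could hardly change it, and what raised their share was not tested. Differences across 7273 genes correlated with GC content (Spearman -0.552) and with log2 length (Spearman 0.130), genes not being independent replicates, and after a trend on both was removed the SD was 0.358. Thinning replicate 1 of naive wild type to the depth of this library gave the naive wild-type pair an SD of 0.0920, which is what the lower depth alone would give. GC content may account for part of the difference, since the SD fell from 0.420 to 0.358, but not for most of it, and lower depth accounts for little. Ribosomal RNA-like genes took 0.0468% of the counts in this library and 0.684% to 0.778% in the others. The labels give no batch, and no biological explanation was tested, because replicate 1 has the same condition.

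In activated libraries labelled Il10-KO, Acsl1, a gene of fatty acid activation, had an adjusted p of 0.0231 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It was the only gene of the fatty acid synthesis list past the threshold in activated BMDMs, and 0 genes of the sterol synthesis list passed singly.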
